# Proliferation Potential of Müller Glia after Retinal Damage Varies between Mouse Strains

**DOI:** 10.1371/journal.pone.0094556

**Published:** 2014-04-18

**Authors:** Akiko Suga, Kazuyo Sadamoto, Momo Fujii, Michiko Mandai, Masayo Takahashi

## Abstract

Retinal Müller glia can serve as a source for regeneration of damaged retinal neurons in fish, birds and mammals. However, the proliferation rate of Müller glia has been reported to be low in the mammalian retina. To overcome this problem, growth factors and morphogens have been studied as potent promoters of Müller glial proliferation, but the molecular mechanisms that limit the proliferation of Müller glia in the mammalian retina remain unknown. In the present study, we found that the degree of damage-induced Müller glia proliferation varies across mouse strains. In mouse line 129×1/SvJ (129), there was a significantly larger proliferative response compared with that observed in C57BL/6 (B6) after photoreceptor cell death. Treatment with a Glycogen synthase kinase 3 (GSK3) inhibitor enhanced the proliferation of Müller glia in 129 but not in B6 mouse retinas. We therefore focused on the different gene expression patterns during retinal degeneration between B6 and 129. Expression levels of Cyclin D1 and Nestin correlated with the degree of Müller glial proliferation. A comparison of genome-wide gene expression between B6 and 129 showed that distinct sets of genes were upregulated in the retinas after damage, including immune response genes and chromatin remodeling factors.

## Introduction

Recent evidence indicates that Müller glia could be a source of neuronal regeneration after retinal damage in mammals [1], [2], [3], [4], [5]. In rodent models, after acute damage to the neural retina by an intravitreal injection of *N*-Methyl-_D_-aspartate (NMDA) [1], [3] or due to a retinal explant being performed [2], Müller glia re-entered the cell cycle and became retinal progenitor-like cells with the expression profile of retinal progenitors. After two or more weeks, some of these cells differentiated into photoreceptors or inner retinal neurons, as indicated by their position and the expression of specific markers for retinal neurons. Although the numbers of proliferative Müller glia in the rodent models were rather small for replacing the damaged retinal neurons, the addition of mitogens, such as Wnt3a [2], a combination of Wnt3a and Jagged [4], EGF [3], a combination of insulin and FGF1 [3], or Shh [6], remarkably expanded the proliferative Müller glia, as well as the number of Müller glia-derived retinal neurons. Thus, the regeneration of retinal neurons through the stimulation of Müller glia is a possible therapeutic strategy for treating mammalian retinal degeneration.

In addition to mitogenic factors, the regulation of the initiation of Müller glial proliferation is another essential issue in considering intrinsic regeneration. The molecular mechanisms that regulate Müller glial re-entry into the cell cycle and/or the transition into retinal progenitor-like cells have been intensively studied in zebrafish models [7], [8], [9], [10]; in contrast, the use of rodent retina has been very limited, most likely due to the smaller degree of Müller glia proliferation [11]. In addition, only certain types of damage seem to cause the proliferation of Müller glia in the adult mouse retina, whereas in zebrafish, Müller glia respond to various neuronal damages, such as intense light stimulation [12], neurotoxin injection [13], retinal puncture [14], and the genetic removal of specific types of neurons [15]. In studies using adult mouse models, NMDA-induced inner nuclear cell death caused proliferation of Müller glia *in vivo* [3], but photoreceptor damage due to intense light stimulation or a genetic model of retinitis pigmentosa did not cause Müller glial proliferation, even with an intravitreal injection of EGF protein [16]. A recent report also showed that the number of proliferative Müller glia in retinal explants was dependent on the age of the mice, and BrdU incorporation of Müller glia was not detected when mice were older than three weeks of age [17]. These data suggest that there may be an inhibitory mechanism that limits the proliferation of Müller glia in the mammalian retina, even after damage.

Herein, we report that the proliferative potency of Müller glia in response to specific retinal damage was different across mouse strains: the number of BrdU-incorporating proliferative Müller glia was significantly less in retinal explants from adult C57BL/6 (B6) mice compared with those from 129×1/SvJ (129) or BDF1 mice. Furthermore, the addition of a Glycogen synthase kinase 3 (GSK3) inhibitor significantly increased the proliferative Müller glia in the retinal explants from 129 and BDF1 mice, but not in the B6 retinal explants. The transcriptional profile of genes associated with a suppressive or permissive retinal environment for the proliferation of Müller glia, as well as the expression of chromatin remodeling factors, differed between the B6 and 129 mouse retinas after damage.

## Materials and Methods

### Animals

All animal experiments were conducted with the approval of the RIKEN Center for Developmental Biology Ethical Committee (no AH18-05-23). Male C57 BL/6N and 129×1/SvJ mice were purchased from Nihon SLC, and male BDF1 mice were purchased from CLEA Japan. The animals were maintained under a 12 h light/dark cycle with access to food and water ad libitum.

### Retinal explant cultures

Retinal explant cultures were prepared as previously described with minor modifications [18]. Briefly, eyes were enucleated from mice, and the neural retina was separated from the cornea, the sclera, the lens, the iris, the ciliary body, and the pigmented epithelium. The neural retina was placed onto a microporous membrane (30 µm in diameter; Millicell-CM; Millipore) with the ganglion cell layer up in a six-well culture plate. Each well contained 1 ml of culture medium, which consisted of 50% minimum essential medium/HEPES (Sigma), 25% HBSS (Gibco) supplemented with 200 µM L-glutamine and 5.75 mg/ml glucose. Explants were maintained in a humidified atmosphere of 5% CO_2_ and 95% air at 35.5°C. The culture medium was changed every other day. 5-ethynyl-2′-deoxyuridine (EdU) (5 µg/ml, Molecular Probes) was added to the culture medium for 4 days. The GSK3 inhibitor Chir99021 (30 µM or 15 µM, Stemgent) was applied to the culture medium for the indicated time period. The control group in all sets of experiments received treatment with the corresponding vehicle (0.05% DMSO) and EdU (5 µg/ml).

### Fixation, sectioning, and immunostaining

For whole-mount immunostaining of the retinal explants, the tissues were fixed with 4% paraformaldehyde (PFA) in 1 M phosphate buffered saline (PBS) at room temperature for 1 hour, washed twice with PBS with 0.5% of Triton X-100 (Nacalai Tesque), and incubated with 0.05% of Trypsin-EDTA (Gibco) at 37°C for 10 minutes. Samples were washed twice with PBS, blocked in PBS with 5% normal goat serum at room temperature for 30 minutes, and incubated with antibodies in PBS with 0.5% Triton X-100 and 1% goat serum for 3 over nights. After washing twice with PBS with 0.05% Tween-20 (Nacalai Tesque), the samples were incubated with secondary antibodies in Real Antibody Diluent (Dako) overnight. EdU staining was performed using a Click-iT EdU Alexa Fluoro 488 imaging kit (Molecular Probes). For cryopreservation, tissues were fixed with 4% PFA in PBS, cryoprotected in 30% sucrose overnight, and then frozen in OTC (Sakura). For paraffin-embedded sections, tissues were fixed with Superfix (Kurabo) at 4°C overnight. The primary antibodies were as follows: rabbit anti-Sox9 (Millipore), mouse anti-Glutamine synthetase (Chemicon), rabbit anti-Glutamine synthetase (Sigma), mouse anti-Ki67 (BD Pharmingen), rabbit anti-Pax6 (Covance), mouse anti-Pax6 (R&D Systems), sheep anti-Chx10 (ExAlpha), rabbit anti-Cyclin D1 (Thermo Scientific), mouse anti-Cyclin D3 (Cell Signaling), and rat anti-Nestin (BD Pharmingen). The secondary antibodies were as follows: Alexa 546-conjugated goat anti-rat IgG, Alexa 488-conjugated goat anti-mouse IgG, Alexa 546-conjugated goat anti-rabbit IgG, Alexa 546-conjugated donkey anti-mouse IgG, and Alexa 488-conjugated donkey anti-sheep IgG.

Apoptotic DNA fragmentation was detected by terminal deoxynucleotidyl transferase-mediated biotinylated UT nick end labeling (TUNEL) with the *In Situ* Cell Death Detection kit (Roche). Cell nuclei were counterstained with 4′, 6-diamidino-2-phenylindole (DAPI) (Invitrogen).

### Statistical analysis

The number of EdU-positive cells within an area (320 µm×320 µm) in the central region of the flat-mounted retina (0.5 mm to 0.7 mm from the optic disc) was counted, and a total of four areas were examined for each retinal explant. The number of Cyclin D1 positive Müller glia or the number of Pax6 and Chx10 positive cells within an area (320 µm×320 µm) was counted in the individual sections. Six areas were examined for each retina. Data were pooled from three retinal explants for Cyclin D1 positive cells and two retinal explants for Pax6 and Chx10 double positive cells; data were expressed as the mean ± standard error. Confocal images were obtained using a Zeiss LSM 510 or a Zeiss LSM 700.

### RT-PCR

Total RNA was extracted with TRIzol (Invitrogen), treated with DNase, and reverse transcribed with SuperScript III First Strand synthesis System (Invitrogen) following the manufacturer's instructions. The cDNA was used as a template for each PCR experiment using ExTaq (Takara). The primer sets were as follows: *Cyclin D1* (Fw: 5′-TCTGTTCTCGCACCACCGGGA-3′, Rv: 5′-GGGGGCAGCGGCAAGAATGT-3′), *Cyclin D3* (Fw: 5′-GCGTACCCTGACACCAATCT-3′, Rv: 5′-CACAACTTCTCGGCAGTCAA-3′), Nestin (Fw: 5′-CTCGAGCAGGAAGTGGTAGG-3′, Rv: 5′-CTTGGGACCAGGGACTGTTA-3′), and *β-actin* (Fw: 5′-CGAGCGGTTCCGATGCCCTG-3′, Rv: 5′-ACGCAGCTCAGTAACAGTCCGC-Rv). PCR products were electrophoresed on a 2% agarose gel and detected under UV illumination. The intensity of each band was quantified using ImageJ software [19].

### Microarray analysis

Two retinas were used for each condition. Total RNA was extracted from the mouse retinal tissues using TRIZOL. The extracted RNA was further purified with a spin column from an RNeasy mini kit (QIAGEN). RNA was labeled with a 3′ IVT Express Kit (Affymetrix) and hybridized to a Mouse Genome 430 2.0 Array chip (Affymetrix) following the manufacturer's instructions. The labeling, hybridization, signal detection, and hierarchical clustering were performed by the CDB Gene Chip Service. To identify the transcripts with significantly changed expressions between B6 and 129 in the normal retina, in the retinal explant after three days of culture, and in the retinal explant cultured with a GSK3 inhibitor, a statistical test with the eBayes method was applied to obtain P-values of significant change for each probe set and to estimate the false discovery rate (FDR) and q-value. Probe sets with a FDR<0.05 were chosen as significant. One thousand probe sets with the most fold changes were selected to make a heatmap. Functional Annotation Clustering was performed by DAVID Bioinformatics Resources. The data were submitted to the NCBI Gene Expression Omnibus (GSE54056).

### In situ hybridization

In situ hybridization was performed as described previously. Antisense digoxigenin (DIG) labeled RNA probes were synthesized using a DIG RNA labeling mix (Roche).

## Results

### The Müller glial proliferative response to retinal damage varies across mouse strains

We previously reported that retinal Müller glia proliferated and generated retinal progenitor-like cells after acute damage *in vivo* and *in vitro* using adult rat models [1], [2]. To examine whether this proliferation and de-differentiation of Müller glia also occurred in the mouse retina after damage, we used retinal explant cultures from different strains of adult mice (9 to 10 weeks old). As in the rat retina, TUNEL-positive apoptotic cells were detected in the outer nuclear layer (ONL) after 3 days of culture (3DIV) (Fig. 1A), indicating that photoreceptor cells were mainly damaged in this retinal explant culture. However, in contrast to the previous report using rat models, when the neural retina from a B6 mouse was isolated and cultured for 4 days, EdU-positive and Sox9-positive proliferative Müller glia were only scarcely detected (3.75±2.23 cell per field, mean ± standard error) in the inner nuclear layer (INL) of the central region of the retina (Fig. 1C and I). However, when we tested the retinal explants from 129 mice, the INL of the central region of the retina contained a significantly larger number of EdU-positive Müller glia (122.33±39.3 cells per filed, p = 0.021, Fig. 1D; arrowheads, and I). Because B6 mice are pigmented and 129 mice are agouti, we tested another pigmented mouse strain, BDF1. The INL of the retinal explants from the BDF1 mice contained an intermediate number of EdU-positive Müller glia (33±17.3 cells per field) at 4DIV (Fig. 1E, arrowheads, and I).

**Figure 1:**
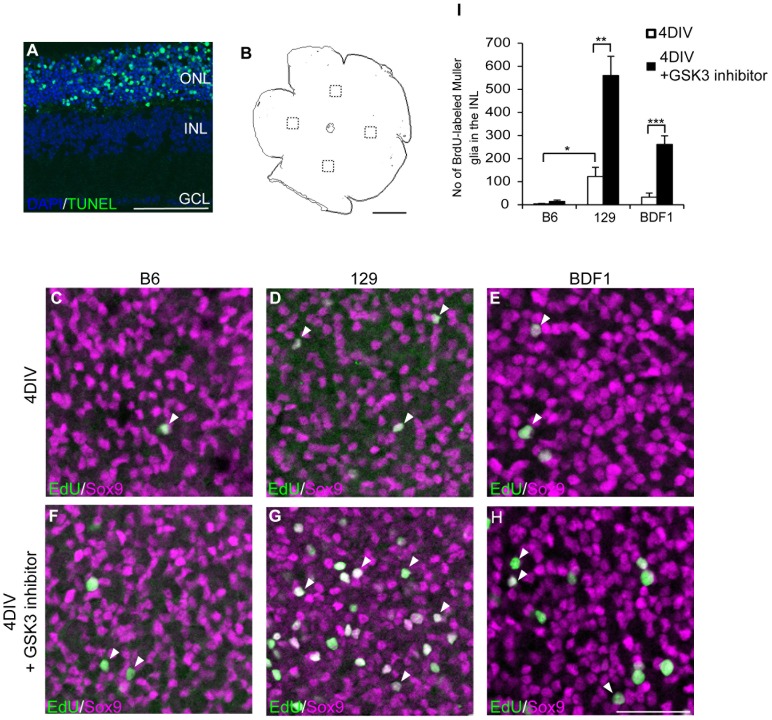
The number of proliferative Müller glia is different between mouse strains. (A) TUNEL staining of a retinal explant at 2DIV. TUNEL positive cells (green) were detected in the ONL of the retinal explant. (B) Schematic diagram of an image of the whole mount immunostaining of a retinal explant. Dotted rectangles indicate the areas where confocal images were taken. (C–H) Whole-mount immunostaining of EdU (green) and Sox9 (magenta) in the retinal explants from B6 (C, F), 129 (D, G), and BDF1 (E, H) at 4DIV, treated with vehicle (C–E), or the GSK3 inhibitor Chir99021 (F–H). Nuclei of EdU-positive, proliferating Müller glia are indicated by arrowheads. (I) Quantification of EdU-positive Müller glia in the INL at 4DIV. Open bars indicate vehicle-treated and black bars indicate Chir99021-treated retinal explants. * P<0.05, ** P<0.005, *** P<0.001. ONL: outer nuclear layer, INL: inner nuclear layer, GCL: ganglion cell layer. Scale bars: A 100 µm, B 1 mm, and C–H 50 µm.

Previous reports showed that the addition of Wnt3a [2] or EGF [3] remarkably increased the number of proliferative Müller glia in the damaged rodent retina. Canonical Wnt signaling and EGF signaling are mediated by the inactivation of a GSK3 protein [87], and, indeed, a GSK3 inhibitor increased the number of proliferative Müller glia in the rat retinal explant [2]. Therefore, we also tested whether the addition of a GSK3 inhibitor increased the number of EdU-positive Müller glia in the retinal explant from adult mice. The addition of a GSK3 inhibitor into the culture medium did not significantly alter the number of EdU-positive Müller glia in the B6 retinal explants (14.25±5.6 cells per field, p = 0.12) (Fig. 1F and I), whereas the numbers of EdU-positive Müller glia were significantly increased in the retinal explants from the 129 and BDF1 mice (560±82.6 cells per field, p = 0.0019 in 129; 261.4±37.14 cells per field, p = 0.00099 in BDF1) (Fig. 1G and H; arrowheads, Fig. 1I). These data suggested that the degree of Müller glial proliferation and the response of Müller glia to a GSK3 inhibitor after retinal damage was affected by the genetic background of each mouse strain.

### Müller cells enter the cell cycle in both 129 and B6, but B6 cells did not progress to the S phase

Because few Müller glia incorporated EdU in the retinal explants from the B6 mice, we examined how Müller cells enter and progress in the cell cycle after retinal damage by immunostaining Cyclin D1 and Ki67. D-type cyclins are cell cycle markers for G1. Cyclin D1 is a major D-type cyclin expressed in embryonic retinal progenitor cells, and it is diminished after birth, which corresponds with the decrease in retinal progenitor cells [20]. As expected, Cyclin D1 protein was not detected in the adult normal retinas from B6 and 129 mice (Fig. 2A and B). However, after retinal damage, Cyclin D1 protein was detected in the nucleus of GS-positive Müller glia in both the B6 and 129 retinas, indicating that the cells entered the cell cycle in both strains (Fig. 2C and D). We noted that some Cyclin D1 positive Müller glial nuclei were located at the margin of INL and the outer plexiform layer (OPL) (Fig. 2D and E, arrowheads), which implies that these cells might be migrating to the ONL as found in the proliferating Müller glia in rat retinal explants [2]. The distribution pattern of Cyclin D1 positive Müller glia in each of the ONL, the OPL side of the INL, and the inner INL was evaluated (Fig. 2K). The distribution was not significantly different between B6 and 129 (ONL: 14.7±1.8 cells per field in B6, 12±3.7 cells per field in 129, p = 0.48; INL (OPL side): 66.7±9.2 cells per field in B6, 61±4.2 cells per field in 129, p = 0.54; inner INL: 127.3±1.5 cells per field in B6, 123±14.6 cells per field in 129, p = 0.75), but the intensity of Cyclin D1 immunostaining was generally higher in 129. Ki67 is a marker for the late G1 to M phase and indicates proliferating cells. Ki67-positive Müller glia were detected only in the retinal explant from 129 (Fig. 2E and F), and these Ki67-positive cells were mostly Cyclin D1 positive cells in the INL (Fig. 2H, arrow). Ki67 and Cyclin D1 double-positive cells were also detected in the retinal explant from B6. These cells were stained with Iba1 (Fig. 2I, open arrowheads), which indicated proliferating microglias. We also detected some Iba1 positive proliferating microglia in the 129 mouse retinal explant (Fig. 2J, open arrowhead), as well as Ki67 positive Iba1 negative cells (Fig. 2J, arrow). These data indicated that Cyclin D1 expression increased in most of the Müller glia after retinal damage in both B6 and 129, but in the B6 retina, these cells did not progress to the S phase.

**Figure 2:**
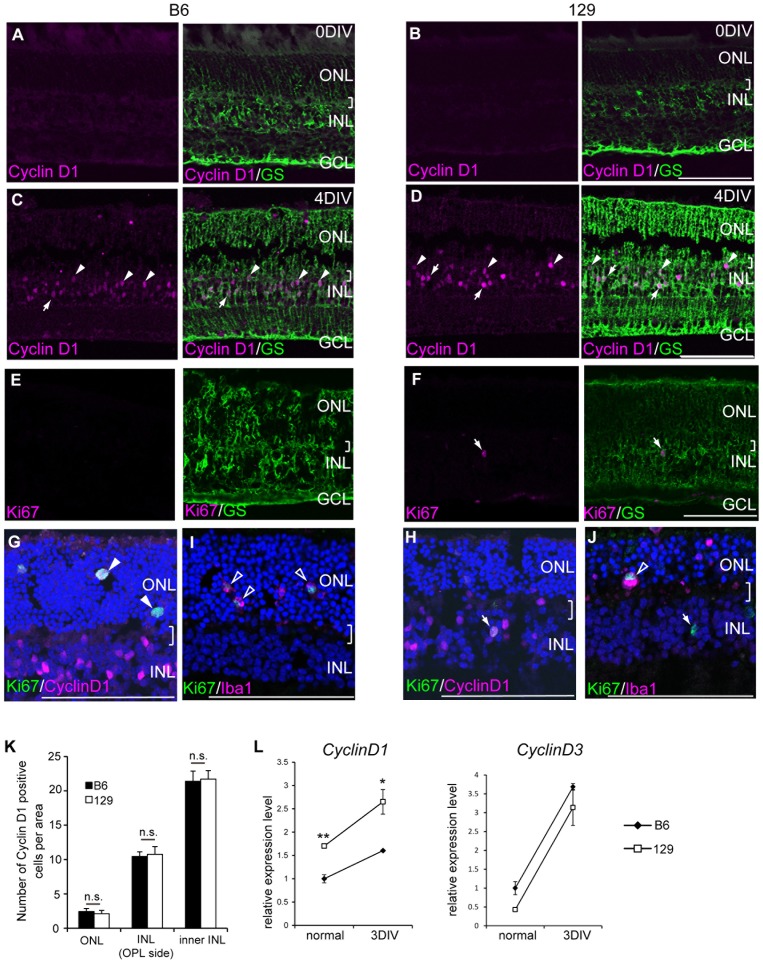
Expression of *Cyclin D1* was higher in 129 compared with B6 explants. (A–D) Immunostatining of Cyclin D1 (magenta) and GS (green) in retinal explants. Cyclin D1 was not detected in the control normal retina from B6 and 129 (A, B), but it accumulated in the nucleus of Müller glia in the retinal explants at 4DIV (arrows) (C, D). Several Cyclin D1 positive Müller glial nuclei were located in the OPL side (arrowheads). (E, F) Ki67 (magenta) was detected in the GS (green)-positive Müller glia only in the retinal explant from 129. (G, H) Cells expressing Ki67 (green) and Cyclin D1 (magenta) in a retinal explant from B6 in the ONL (arrowheads) (G) and 129 (arrow) (H). (I) Ki67 and Iba1 positive microglia in the ONL (open arrowheads). (J) Ki67 positive and Iba1 negative cells in the INL (arrow), and Ki67 positive and Iba1 positive cells in the ONL (open arrowhead). Brackets indicate OPL. Scale bar: 100 µm. (K) Number of cells positive for Cyclin D1 in the ONL and cells positive for Cyclin D1 and GS in the INL (OPL side) and the inner INL of the retinal explants. n.s.: not significant. (L) Relative expression levels of *Cyclin D1* and *Cyclin D3* transcripts in the retinal explants from B6 (black rectangle) and 129 (white square) at indicated time points.

Because Cyclin D1 immunostaining was higher in the 129 retinal explants, we quantitated D-type cyclins in the retinas from both strains. Cyclin D1 is expressed in the retinal progenitors during retinal development [21], [22], but Cyclin D3 appears after birth in the INL and is maintained in the Müller glia in the adult normal retina [23]. As indicators of cell cycle entry, Cyclin D1 and Cyclin D3 have been reported to increase their expression levels after retinal damage in the rat and mouse [2], [23]. Consistent with previous reports, both Cyclin D1 and Cyclin D3 mRNA increased in the retinal explant from B6 and 129, although the relative expression levels were different (Fig. 2L). Cyclin D1 expression was higher in 129 than in B6 in the normal and damaged retinas. In contrast, Cyclin D3 expression was not significantly different between B6 and 129.

### Müller glia expressed retinal progenitor markers after retinal damage in B6 and 129

Previous studies showed that proliferating Müller glia in the damaged retina expressed retinal progenitor markers, which indicated these cells had de-differentiated [2], [3], [24]. We tested whether the de-differentiation of Müller glia also depended on the mouse strains by evaluating the expression of the retinal progenitor markers. In the normal retina from adult B6 and 129, the neural progenitor marker Nestin was only detected in the peripheral region of the retina by immunostaining (data not shown). In the retinal explants at 3DIV, some Müller glial processes were positive for Nestin in 129 (Fig. 3B), and a relatively faint signal was detected in B6 (Fig. 3A). A large increase in Nestin gene expression in the 129 retina was also confirmed by RT-PCR (Fig. 3I). We then examined the retinal progenitor markers Pax6 and Chx10. In the adult normal retina, Pax6 and Chx10 showed a distinct expression pattern, with the former expressed in the amacrine and retinal ganglion cells, and the latter expressed in the retinal bipolar cells. The coexpression of Pax6 and Chx10 is specific for retinal progenitor cells during retinal development [25]. Several GS-positive Müller glia expressed Pax6 in both B6 and 129 retinal explants (Fig. 3C and D, arrows). Similar to the Cyclin D1-positive Müller glial nuclei, some Pax6-positive Müller glial nuclei were detected near the margin of the OPL and the INL, which indicates a possible migration of these cells. We also detected a few cells that expressed both Pax6 and Chx10 in the INL of the retinal explants from B6 and 129 (Fig. 3E and F). We counted the number of Pax6 and Chx10 double-positive (Pax6+/Chx10+) cells in the ONL and the INL of the retinal explants (Fig. 3G). The majority of Pax6+/Chx10+ cells were located in the INL in both B6 and 129 (9.58±0.7 cells per area in B6; 10.67±0.76 cells per area in 129, p = 0.29); however, we detected a significantly larger number of Pax6+/Chx10+ cells in the ONL of 129 retinal explants compared to B6 (0.75±0.26 cells per area in B6; 2.92±0.55 cells per area in 129, p = 0.002). The number of BrdU-positive Müller glia in the INL in the same area of retinal sections (1.14±0.7 cells per area in B6; 3.88±0.79 cells per area in 129) was smaller than the Pax6+/Chx10+ cells in the INL, indicating that de-differentiated Müller glia did not necessarily go through division.

**Figure 3:**
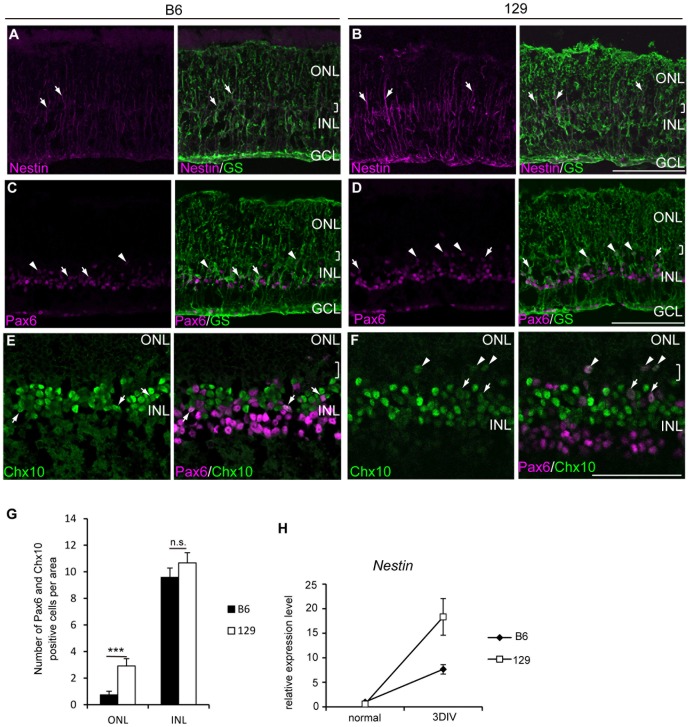
Retinal progenitor-like cells were generated in retinal explants from B6 and 129. Retinal explants from adult B6 (A, C, E,) and 129 (B, D, F,) mice were stained for indicated markers. (A, B) A portion of GS-positive Müller glia (green) expressed Nestin (magenta) in the retinal explants from B6 and 129 (arrows) at 4DIV. (C, D) Pax6 (magenta) was detected in the GS-positive Müller glia (green) (arrows) in the retinal explants from B6 and 129 at 4DIV. A number of Pax6-positive Müller glia were located in the ONL (arrowheads). (E, F) Cells in the INL co-expressed Pax6 (magenta) and Chx10 (green, arrows) in the retinal explants from B6 and 129 at 4DIV. An example of double-positive cells located in the ONL (arrowheads). (G) The number of Pax6 and Chx10 positive cells in the ONL and the INL. ***: p<0.005, n.s.: not significant. (H) Relative expression levels of *Nestin* transcripts at indicated time points. Brackets indicate OPL. Scale bar: 100 µm.

### Gene expression profiles of the B6 and 129 mouse retinas after damage

To analyze the molecular background that contributed to the different degrees of limitation on the Müller glial proliferation, we compared the gene expression patterns in the retina between B6 and 129 after damage. 

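Whole neural retina was measured on Affymetrix Mouse Genome 430 2.0 arrays in 6 groups of 2 arrays. The groups were normal retina, retinal explants at 3DIV with vehicle, and retinal explants at 3DIV with CHIR99021, a GSK3 inhibitor, each from B6 and from 129 mice. The labels call the 2 arrays of a group biological replicates, and the legend of Fig. 4A states that 2 retinas were prepared for each condition. Whether the 2 came from 1 animal is not stated, and if they did, the standard errors and p-values reflect the spread within an animal. The labels give 15 µM for CHIR99021 and 10 weeks for the age of the mice. The values were intensities summarized with RMA, which removes background, brings the arrays to 1 common distribution and gives 1 value for each probe set. Its version is not given in the sources used here. The intensities were on the linear scale, with medians of 68.7 to 70.6 across the 12 arrays, and were taken to log2. After 64 control probe sets were left out, 45037 probe sets were tested, called probes as in the paper. A single gene symbol was assigned to 34945 of them, several to 932 and none to 9160.

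A linear model with a mean for each of the 6 groups was fitted with limma, and its eBayes step gave moderated tests for 9 comparisons. A probe was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05. Each log2 difference is given with the standard error (SE) of that fit. Strain differences are 129 minus B6, the change after damage is 3DIV minus normal retina, and the effect of the inhibitor is CHIR99021 minus vehicle at 3DIV. A difference between the strains in a change is the change in 129 minus the change in B6, tested as an interaction. For lists of genes, 1 probe stood for each gene, the members that passed were counted, and the list was tested against all other genes with camera at a preset correlation of 0.01 and again with an estimated correlation. Of 120 calls of a list over the 9 comparisons at the preset correlation, 18 held with an estimated one, all of them in the change after damage or in the effect of the inhibitor in B6, none in a strain difference or an interaction. The 2 arrays of a group had a Pearson r of 0.9965 to 0.9978 over all probes. Between 5 and 85 probes differed by more than 2-fold within a group, most in normal 129 retina, where lens crystallins differed between the 2 arrays by up to 49.7-fold. The number of arrays limits the precision. In simulated arrays of this design, 58% of added 1.5-fold strain differences at 3DIV and 94% of 2-fold differences were called. For the interaction the shares were 18% and 80%. In the simulation 187 and 152 probes were called in all for these 2 comparisons, against 9005 and 1161 in the data. With fewer calls the Benjamini-Hochberg limit on p is stricter, so that these shares need not hold for the data.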

Because Ki67-positive proliferating Müller glia were not detected before 3DIV, we hypothesized that the molecules contributing to a suppressive environment (B6) or a permissive environment (129) for Müller glial proliferation accumulated at 3DIV in the retinal explants. 

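The normal retinas of the 2 strains already differed. Some genes of microglia, the resident macrophages of the retina, were lower in 129, with C1qb, a chain of the complement initiator C1q, at a log2 difference of -1.53 (standard error 0.12, adjusted p = 1.20e-05). Of 37 measured genes of microglia and macrophages, 14 were lower in 129 and none was higher (17 lower and 1 higher when adjusted over the list alone), with a median of -0.28 (adjusted p = 6.40e-07 from camera, adjusted p = 0.129 with an estimated correlation). Interferon-inducible genes were lower in 129 for 15 of 41 (19 lower and 1 higher over the list alone), with a median of -0.30 (adjusted p = 6.40e-07 from camera, adjusted p = 0.594 with an estimated correlation). Of 11 complement genes 5 were lower (6 over the list alone), with a median of -0.23 (adjusted p = 1.69e-05 from camera, adjusted p = 0.129 with an estimated correlation), and of 13 genes of antigen presentation 5 were lower (10 over the list alone), with a median of -0.40 (adjusted p = 1.58e-04 from camera, adjusted p = 0.129 with an estimated correlation). Of 14 genes of the pigmented epithelium and melanocytes 5 were lower and none was higher (9 and 1 over the list alone), with a median of -0.61 (adjusted p = 7.70e-04 from camera, adjusted p = 0.594 with an estimated correlation), and of 17 genes of hypoxia and glycolysis 6 were lower and none was higher (8 and 1 over the list alone), with a median of -0.21 (adjusted p = 0.0040 from camera, adjusted p = 0.594 with an estimated correlation). Without 129 normal replicate 1 the adjusted p from camera was 0.0817 and 0.057 for these 2 lists. The 5 of the pigmented epithelium numbered 3 to 8 without any 1 of 129 normal replicates 1 and 2, those called higher 1 without any 1 of 129 normal replicate 1 and 129 3DIV GSK3 inhibitor replicates 1 and 2, and the 6 of hypoxia and glycolysis numbered 2 without any 1 of B6 normal replicate 2 and 129 normal replicate 1. Lens crystallins went the other way. Of 12 lens genes, 5 were higher in 129 (11 over the list alone), with a median of 2.56 (adjusted p = 5.39e-05 from camera, adjusted p = 0.614 with an estimated correlation), at unlike levels on the 2 arrays of normal 129. The 5 lens genes numbered 2 to 11 without any 1 of B6 normal replicates 1 and 2, B6 3DIV replicates 1 and 2 and 129 normal replicate 1, and the 5 of antigen presentation numbered 3 without 129 normal replicate 2. Across all probes, 5188 differed, 2735 higher in 129 and 2453 higher in B6, and 313 and 419 of them did so by at least 2-fold. After cyclic loess the split was 2527 and 2685, so that which strain has more of the higher probes depends on the scaling. The largest differences often lay in 1 probe of a gene. Probe 1435514_at of Lztfl1, a gene of ciliary trafficking, differed by -5.51 (SE 0.19, adjusted p = 5.09e-08), while its other 4 probes lay between -0.46 and 0.82. The count of 5188 was 3083 without 129 normal replicate 1, 3359 without 129 normal replicate 2 and 2934 when only the compared arrays were fitted.

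A large part of the transcripts differed between the normal retina and the explants in both strains. Whether culture or the preparation of the explants caused each difference was not tested. Steap4, a metalloreductase of inflamed tissue, rose by a log2 change of 6.59 (standard error 0.18, adjusted p = 2.67e-09) in B6 and 6.35 (standard error 0.18, adjusted p = 1.74e-09) in 129. Ttr, the transthyretin of the pigmented epithelium, fell by 6.42 (standard error 0.39, adjusted p = 5.44e-07) and 6.25 (standard error 0.39, adjusted p = 6.02e-07). In B6 6714 probes rose and 7474 fell, and in 129 6640 rose and 7144 fell. Of these, 4487 rose in both strains and 4591 fell in both, against 990 and 1186 by chance, and 101 went opposite ways. Centring the arrays on housekeeping genes changed the damage counts to 3773 up and 18886 down in B6 and to 3368 up and 26711 down in 129. Of the 10 housekeeping genes, 4 rose and 3 fell after damage in B6, and 4 rose and 2 fell in 129. They are thus not a fixed reference for damage. Cyclic loess changed the counts to 7179 up and 6937 down in B6 and 7004 up and 6624 down in 129. The change differed between the strains at 1161 probes, 696 with a higher change in 129 and 465 with a lower one, or 450 and 785 after centring on housekeeping genes, so that the larger number of higher changes depends on the scaling. The count of 1161 was 674 without B6 normal replicate 1, 568 and 463 without B6 3DIV replicates 1 and 2, 589 and 644 without 129 normal replicates 1 and 2, and 490 and 352 without 129 3DIV replicates 1 and 2. It was 1856 among probes above the median level and 2440 with a trended, robust eBayes step.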

To distinguish the innate differences in the gene expression levels from the differences that appeared after retinal damage, we compared the normal retina and retinal explants at 3DIV for B6 and 129 (Fig. 4A). 

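At 3DIV, some genes of DNA replication were higher in the 129 explants. Pole2, a subunit of DNA polymerase epsilon, was 2.67-fold higher (log2 1.42, SE 0.20, adjusted p = 7.19e-04) at probe 1427094_at, its other probe standing at 0.03, while Hells, a helicase of dividing cells, was 2.47-fold higher (log2 1.31, SE 0.22, adjusted p = 0.0020) at probe 1417541_at, its other 2 standing at 0.02. Of 45 measured genes of DNA replication, 16 were higher in 129 and none was lower (17 higher over the list alone), with a median of 0.27 (adjusted p = 1.19e-05 from camera, adjusted p = 0.612 with an estimated correlation). Of 47 genes of mitosis, 10 were higher and 2 lower, the same numbers over the list alone, with a median of 0.19 (adjusted p = 0.0109 from camera, adjusted p = 0.617 with an estimated correlation, and adjusted p = 0.099 without 129 3DIV replicate 1). Pbk, a mitotic kinase, was higher at 1.12 (SE 0.15, adjusted p = 5.20e-04), whereas Spc25, a kinetochore protein, was lower at probe 1424118_a_at (log2 -2.32, SE 0.16, adjusted p = 4.68e-06), after a difference of -5.77 (adjusted p = 1.06e-08) in the normal retina (interaction 3.45, SE 0.22, adjusted p = 3.90e-05), its other probe standing at -0.46. Among 17 regulators of G1, 8 were higher and 1 lower (9 and 2 over the list alone), with a median of 0.32 (adjusted p = 0.0233 from camera, adjusted p = 0.291 with an estimated correlation, adjusted p = 0.0575 without B6 3DIV replicate 1 and adjusted p = 0.0562 without 129 3DIV replicate 1). The change after damage differed in the same direction for 8 genes of DNA replication (13 over the list alone; median 0.23, adjusted p = 1.77e-08 from camera, adjusted p = 0.423 with an estimated correlation) and 4 of mitosis (9 higher and 1 lower over the list alone; median 0.30, adjusted p = 7.20e-05 from camera, adjusted p = 0.423 with an estimated correlation). Among the regulators of G1 it was higher for 3 and lower for 2 (5 and 2 over the list alone; median 0.05, adjusted p = 0.316 from camera). Uhrf1, which keeps DNA methylated through replication, had an interaction of 1.97 (SE 0.23, adjusted p = 0.0020) at probe 1415810_at. At 3DIV the 10 mitosis genes numbered 5 to 6 without any 1 of B6 3DIV replicate 2 and 129 3DIV replicate 1, and the 8 regulators of G1 numbered 5 without 129 3DIV replicate 1. For the interaction, the 3 regulators of G1 numbered 1 without any 1 of B6 3DIV replicate 2, 129 normal replicate 1 and 129 3DIV replicate 2 and the 2 numbered 0 to 1 without any 1 of the 12 arrays, the 8 genes of DNA replication numbered 2 to 5 without any 1 of B6 normal replicate 1, B6 3DIV replicates 1 and 2, 129 normal replicates 1 and 2 and 129 3DIV replicates 1 and 2, and the 4 of mitosis numbered 1 to 2 without any 1 of B6 normal replicate 1, B6 3DIV replicate 2, 129 normal replicate 2 and 129 3DIV replicates 1 and 2.

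In all, 9005 probes differed at 3DIV, 5146 higher in 129 and 3859 higher in B6. The 1000 with the largest fold were taken from these. They differed by at least 1.95-fold, with 521 higher in B6 and 479 higher in 129, and 87 lay below 2-fold. Of the 1000, 714 differed in the same direction in the normal retina, and 273 had a change after damage that differed between the strains. Among probes with 1 gene symbol, the largest differences were Gbp2b, an interferon-inducible GTPase, at 5.60 (SE 0.19, adjusted p = 3.70e-08) and Lztfl1, at its probe 1435514_at alone, at -4.95 (SE 0.19, adjusted p = 7.55e-08). The count of 9005 was 5481 without B6 3DIV replicate 2, 5876 without 129 3DIV replicate 1 and 4860 without 129 3DIV replicate 2.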

We selected 1000 probes that showed the largest differences between the retinal explants from B6 and 129 at 3DIV. 

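Each of the 1000 probes was placed by the largest part of its strain difference. The parts were the difference in the normal retina, the change in B6 and the change in 129. Probes higher in B6 through a rise in B6, group (a), numbered 164 (111 genes), and those higher in B6 through a fall in 129, group (b), numbered 31 (25 genes). Group (c), higher in B6 from the normal retina on, held 326 probes, and group (d), higher in 129 from the normal retina on, held 259. Group (e), higher in 129 through a fall in B6, held 85, and group (f), higher in 129 through a rise in 129, held 135 (107 genes). Rps9 of the small ribosomal subunit stood in group (c), at a log2 difference of -4.63 (SE 0.14, adjusted p = 1.68e-08) for probe 1434624_x_at, while 2 other probes of Rps9 were at 0.28 and -0.04. Mtrex, an RNA helicase of the nuclear exosome, stood in group (d) at 4.89 (SE 0.11, adjusted p = 5.11e-09) for probe 1447517_at, while its other 2 probes were at -0.11 and 0.03. Sox30, a transcription factor of the germ line, was in group (d) as well at 4.51 (SE 0.18, adjusted p = 1.11e-07). Msmo1, an enzyme of cholesterol synthesis, was in group (e) at 1.61 (SE 0.13, adjusted p = 1.72e-05). The median fold of a group lay between 2.12 in (b) and 2.69 in (c). The interaction was called for 92 probes of (a), 7 of (b), 33 of (c), 20 of (d), 27 of (e) and 94 of (f). Taking every probe with a normal difference of at least 2-fold into (c) or (d) first raised group (b) to 63 probes.

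**Figure D1:**
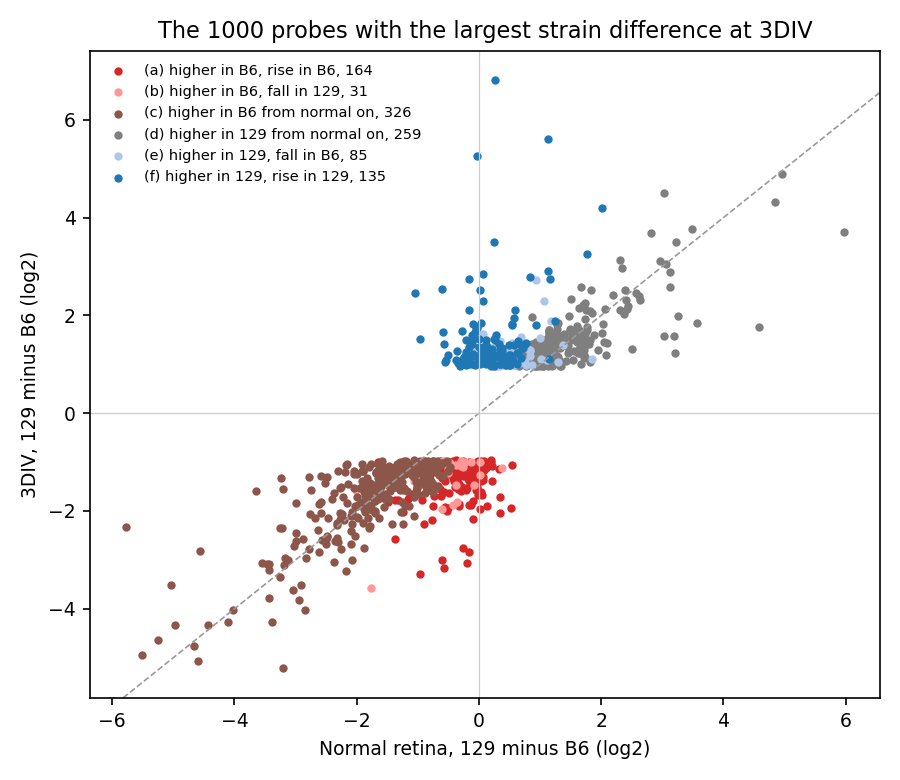
The 1000 probes with the largest strain difference at 3DIV, by group. The horizontal axis is the log2 difference in the normal retina and the vertical axis the log2 difference at 3DIV, both 129 minus B6, and each point is 1 probe from the means of 2 arrays per group. Probes of groups (c) and (d) lie near the diagonal, and those of groups (a), (b), (e) and (f) nearer to the vertical axis.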

The probes were classified into six groups (Fig. 4B, C): a) genes that were upregulated in the B6 retina after damage (233 probes), b) genes that were downregulated in the 129 retina after damage (10 probes), c) genes that were consistently highly expressed in the B6 retina (273 probes), d) genes that were consistently highly expressed in the 129 retina (243 probes), e) genes that were downregulated in the B6 retina after damage (34 probes), and f) genes that were upregulated in the 129 retina after damage (207 probes). Genes in groups (a) to (c) were expected to include candidate proliferation repressors for Müller glial proliferation, and genes in groups (d) to (f) were expected to include candidate proliferation promoters for Müller glial proliferation (Fig. 4C). To identify the characteristic functions of the genes in each group, we used Functional Annotation Clustering of the DAVID functional annotation tool [26] based on the GO terms of biological properties. As shown in Table 1, among the candidate genes of proliferation suppressors, the genes related to immune response were most highly enriched in the B6 mouse retina after damage (group (a), enrichment score (ES): 4.43), followed by the clusters “regulation of cell death”, “chemotaxis”, and “ T cell activation” (ES: 3.8, 3.6, and 2.6, respectively). 

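Genes of innate immune cells were overrepresented in group (a), the probes that rose in B6. Among the 111 genes of group (a), 18 were listed genes of microglia and macrophages, among them Lyz2, a macrophage lysozyme, and 7 were complement genes, among them C1qa. Lyz2 was 3.77-fold lower in 129 at 3DIV (log2 -1.91, SE 0.18, adjusted p = 4.59e-05) and C1qa 3.15-fold lower (log2 -1.65, SE 0.079, adjusted p = 3.72e-07). Cfi, a protease that inactivates C3b, was lower at -1.78 (SE 0.099, adjusted p = 1.21e-06). Over the whole list, 24 of 37 genes of microglia and macrophages were lower in 129 and 1 was higher (27 and 1 over the list alone), with a median of -0.87 (adjusted p = 5.70e-14 from camera, adjusted p = 0.068 with an estimated correlation). Of 11 complement genes, 6 were lower and none was higher (8 and 1 over the list alone), with a median of -0.49 (adjusted p = 6.93e-05 from camera, adjusted p = 0.18 with an estimated correlation). The genes of microglia rose after damage in both strains, 30 of them in B6 (1 fell; 32 and 1 over the list alone; median 1.59, adjusted p = 1.86e-17 from camera) and 27 in 129 (27 over the list alone; median 0.87, adjusted p = 2.12e-11 from camera). The rise was lower in 129 for 10 genes and higher for 1 (23 and 3 over the list alone; median -0.44, adjusted p = 1.77e-08 from camera, adjusted p = 0.133 with an estimated correlation). The 10 genes numbered 2 to 6 without any 1 of B6 3DIV replicate 1, 129 normal replicates 1 and 2 and 129 3DIV replicates 1 and 2, and the 1 0 without any 1 of B6 normal replicate 1, B6 3DIV replicates 1 and 2, 129 normal replicate 1 and 129 3DIV replicates 1 and 2. T cell genes did not pass at 3DIV in limma, and 1 of 8 was lower at an unadjusted p under 0.05.

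Fisher's exact test, one-sided and over 18193 genes with a probe, gave an adjusted p of 1.71e-29 for microglia and macrophages in group (a). It gave 1.39e-12 for complement, 1.62e-11 for the 8 genes of reactive gliosis and 1.71e-04 for the 4 cytokines and chemokines. Since the paper had named genes of these kinds in its own group (a) from the same arrays, these overlaps are not independent evidence. The 2 targets of p53 in the group, a list of genes of cell death and arrest, had an adjusted p of 0.0472, and over that whole list 6 of 23 were lower in 129 and 3 higher, the same numbers over the list alone. Pmaip1, which encodes the cell death factor Noxa, was lower by 1.00 (SE 0.11, adjusted p = 1.07e-04). The 6 lower ones numbered 3 without 129 3DIV replicate 2, and the 3 higher ones numbered 0 to 1 without any 1 of B6 3DIV replicates 1 and 2, B6 3DIV GSK3 inhibitor replicates 1 and 2 and 129 3DIV replicates 1 and 2.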

Group (b) was very small with only 9 genes, and it did not make a cluster of functionally related GO terms, although 6 of 9 genes were annotated as causal genes for retinal degeneration (*Abca4*, *Elovl2*, *Fscn2*, *Nxnl1*, *Pde6c*, and *Pde6h*). 

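The 6 named photoreceptor genes were lower in 129 than in B6 at 3DIV. Pde6c and Pde6h, subunits of the cone phosphodiesterase, were lower by 2.40-fold (log2 -1.26, SE 0.21, adjusted p = 0.0020) and 3.51-fold (log2 -1.81, SE 0.37, adjusted p = 0.0059). Abca4, a transporter of retinoids in the outer segment, differed by -1.08 (SE 0.13, adjusted p = 2.52e-04), Elovl2, an elongase of long fatty acids, by -0.98 (SE 0.091, adjusted p = 4.39e-05), and Fscn2, an actin-bundling protein, by -1.02 (SE 0.13, adjusted p = 2.85e-04). For Nxnl1, a survival factor of cones, probe 1425696_at was lower at -1.57 (SE 0.080, adjusted p = 5.86e-07) and probe 1426130_at stood at -0.12 (adjusted p = 0.52). These genes were chosen on the same arrays, so that their direction is not independent evidence. Without B6 3DIV replicate 2 the adjusted p of Pde6h was 0.0609. In the normal retina 4 of the 6 were lower in 129 as well, Abca4 at -0.98 (adjusted p = 6.73e-04), Elovl2 at -0.59 (adjusted p = 0.0018), Fscn2 at -0.61 (adjusted p = 0.0096) and Nxnl1 at -2.01 (adjusted p = 9.01e-08) at probe 1425696_at, while probe 1426130_at of Nxnl1 was higher at 0.51 (adjusted p = 0.0154). The call of Fscn2 ended without B6 normal replicate 1 (adjusted p = 0.0674) or 129 normal replicate 1 (adjusted p = 0.0601), and that of 1426130_at without B6 normal replicate 2 (adjusted p = 0.0943) or 129 normal replicate 1 or 2 (adjusted p = 0.0735 and 0.0714). For none of the 6 was the interaction called in limma, and 4 of them had a lower change in 129 and 1 a higher one at an unadjusted p under 0.05 (3 and 1 over the list alone). In the 25 genes of group (b), Fisher's exact test (one-sided) gave an adjusted p of 0.0033 for the 2 cone genes Pde6c and Pde6h. For the 2 rod genes Abca4 and Fscn2 it gave 0.0127. Since the paper had named these genes from the same arrays, these overlaps are not independent evidence either.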

Among the candidate genes of proliferation promoters in group (f), the genes upregulated in the 129 mouse retina after damage contained genes related to “cell migration” and “regulation of MAP kinase activity” (ES: 2.09 and 1.61, respectively). 

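The genes that rose in 129 held several of cell migration and of the matrix. Met, the receptor of hepatocyte growth factor, was 2.30-fold higher in 129 at 3DIV (log2 1.20, SE 0.15, adjusted p = 3.11e-04) at probe 1434447_at and stood at 0.16 at 1422990_at. Msn, which links actin to the membrane, was higher at probe 1450379_at (log2 1.14, SE 0.085, adjusted p = 9.88e-06). Met and Msn were among the 3 genes of the matrix and migration list in group (f) (Fisher's exact test, one-sided, adjusted p = 0.0012). Of the whole list of 18, 5 genes were higher in 129 and none was lower (7 and 1 over the list alone). The 5 genes numbered 3 without any 1 of B6 3DIV replicate 2 and 129 3DIV replicate 2. Fosl1, a transcription factor induced by MAP kinase signaling, was the 1 gene of the list of MAP kinase outputs in group (f) (adjusted p = 0.225). The strongest overlaps of group (f) were 8 interferon-inducible genes (adjusted p = 2.95e-09), 6 genes of retinal progenitors (adjusted p = 7.32e-08) and 5 genes of DNA replication (adjusted p = 7.14e-05). The progenitor list holds Hmga2, that list and DNA replication hold Rrm2, and the interferon list holds Gbp3. The paper named these genes from the same arrays, so that the overlaps are not independent evidence.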

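In the 129 explants, CHIR99021 raised nearly the whole list of mitosis genes. Cenpf, a kinetochore protein of dividing cells, rose 5.12-fold (log2 2.36, SE 0.17, adjusted p = 2.38e-05) at probe 1427161_at, Melk, a kinase of mitotic cells, rose 4.21-fold (log2 2.07, SE 0.092, adjusted p = 9.56e-07) and Mki67, the gene of the Ki67 antigen, rose 3.80-fold (log2 1.93, SE 0.14, adjusted p = 2.57e-05). Of 47 measured genes of mitosis 40 rose and 1 fell (42 and 1 over the list alone), with a median of 1.26 (adjusted p = 6.80e-30 from camera, adjusted p = 0.052 with an estimated correlation). Of 45 genes of DNA replication 20 rose and none fell (30 and 1 over the list alone), with a median of 0.36 (adjusted p = 2.42e-09 from camera, adjusted p = 0.344 with an estimated correlation). Rrm2, which makes deoxynucleotides, rose by 1.48 (SE 0.18, adjusted p = 5.04e-04) at probe 1434437_x_at. The 20 genes numbered 4 to 8 without any 1 of 129 3DIV replicates 1 and 2 and 129 3DIV GSK3 inhibitor replicate 1. Among the genes that rose at least 2-fold in 129, 34 were of mitosis (Fisher's exact test, one-sided, adjusted p = 2.32e-63).

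In B6 the same inhibitor moved fewer of these genes. Cenpf rose by 1.02 (SE 0.17, adjusted p = 0.0023), and Mki67 stood at 0.17 (adjusted p = 0.481). Of the mitosis genes 6 rose and 2 fell (7 and 3 over the list alone), with a median of 0.16 (adjusted p = 0.032 from camera, adjusted p = 0.612 with an estimated correlation, adjusted p = 0.0921 without B6 3DIV replicate 2 and adjusted p = 0.0714 without B6 3DIV GSK3 inhibitor replicate 1), and of those of DNA replication 2 rose and 4 fell, the same numbers over the list alone. Of 17 regulators of G1, 1 rose and 6 fell in B6 and 1 rose and 5 fell in 129, the same numbers over the list alone. The 6 of G1 that fell in B6 numbered 3 without any 1 of B6 3DIV replicate 2 and B6 3DIV GSK3 inhibitor replicate 1, and in 129 the 5 numbered 2 without any 1 of 129 3DIV replicates 1 and 2 and 129 3DIV GSK3 inhibitor replicate 2 and the 1 that rose 0 without any 1 of B6 normal replicates 1 and 2, 129 normal replicates 1 and 2, 129 3DIV replicates 1 and 2 and 129 3DIV GSK3 inhibitor replicates 1 and 2. The difference between the strains was tested as an interaction. It was higher in 129 for 30 genes of mitosis and lower for none (43 higher over the list alone), with a median of 1.07 (adjusted p = 5.17e-39 from camera, adjusted p = 0.0646 with an estimated correlation). Birc5, an inhibitor of apoptosis at the spindle, had an interaction of 1.84 (SE 0.19, adjusted p = 0.0028), and Aurkb, a mitotic kinase, of 1.54 (SE 0.18, adjusted p = 0.0046). For DNA replication it was higher for 3 genes and lower for none (15 higher over the list alone), with a median of 0.39 (adjusted p = 1.33e-12 from camera, adjusted p = 0.429 with an estimated correlation). Mcm7, a subunit of the replicative helicase, was among them at 1.04 (SE 0.14, adjusted p = 0.0074). With the inhibitor present, 41 genes of mitosis were higher in 129 than in B6 and 1 was lower (median 1.19, adjusted p = 7.07e-30 from camera, adjusted p = 0.0666 with an estimated correlation), as were 31 of DNA replication (40 over the list alone; median 0.59, adjusted p = 7.63e-22 from camera, adjusted p = 0.112 with an estimated correlation). The 30 genes of mitosis numbered 9 to 19 without any 1 of B6 3DIV replicates 1 and 2, B6 3DIV GSK3 inhibitor replicate 1, 129 3DIV replicates 1 and 2 and 129 3DIV GSK3 inhibitor replicate 1, and the 6 that rose in B6 numbered 2 without any 1 of B6 3DIV replicate 2 and B6 3DIV GSK3 inhibitor replicate 1, the 2 that fell 4 without any 1 of 129 3DIV GSK3 inhibitor replicates 1 and 2. The paper reads this enrichment beside its counts of proliferating Müller glia in 129 explants with the inhibitor.

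**Figure D2:**
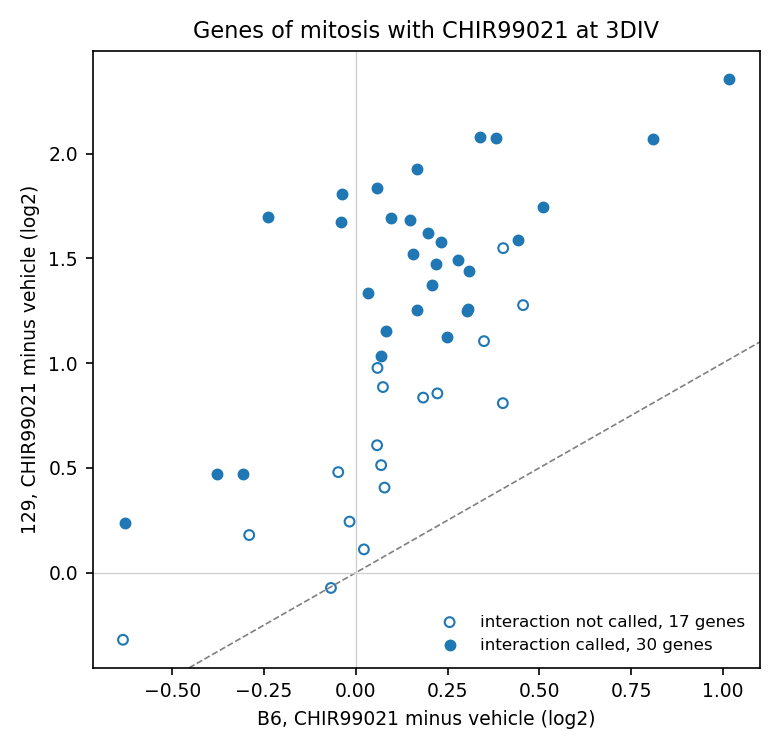
Change with CHIR99021 of the 47 measured genes of mitosis. The horizontal axis is the log2 change in B6 and the vertical axis the log2 change in 129, CHIR99021 minus vehicle at 3DIV, each from the means of 2 arrays per group. Filled points are the 30 genes with a called interaction, and the dashed line marks equal changes.

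Over all probes, the inhibitor changed 8379 in B6 (4243 up, 4136 down) and 5517 in 129 (2644 up, 2873 down), and 1324 rose and 1769 fell in both. Leaving out B6 3DIV replicate 1 or 2 gave 5317 and 4756 in B6, and leaving out B6 3DIV GSK3 inhibitor replicate 1 or 2 gave 5355 and 5081. The like values in 129 were 2669 and 2131 without 129 3DIV replicate 1 or 2, and 2495 and 2968 without 129 3DIV GSK3 inhibitor replicate 1 or 2. The effect differed between the strains at 610 probes (175 higher and 435 lower in 129). This was 219 and 287 without B6 3DIV replicate 1 or 2, 192 without B6 3DIV GSK3 inhibitor replicate 1, 297 and 149 without 129 3DIV replicate 1 or 2, 204 and 350 without 129 3DIV GSK3 inhibitor replicate 1 or 2, and 1464 with a trended, robust eBayes step. With the inhibitor present, 4904 probes differed between the strains. That count was 3227 and 3142 without B6 3DIV GSK3 inhibitor replicate 1 or 2, and 2694 without 129 3DIV GSK3 inhibitor replicate 1.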

In agreement with our finding that the addition of a GSK3 inhibitor increased the proliferating Müller glia in the 129 retinal explants, the genes related to the “mitotic cell cycle” and “DNA replication” were highly enriched in the genes with increased expression levels by the addition of a GSK3 inhibitor in the 129 mouse retinal explants (ES: 35.64 and 10.65, respectively).

**Figure 4:**
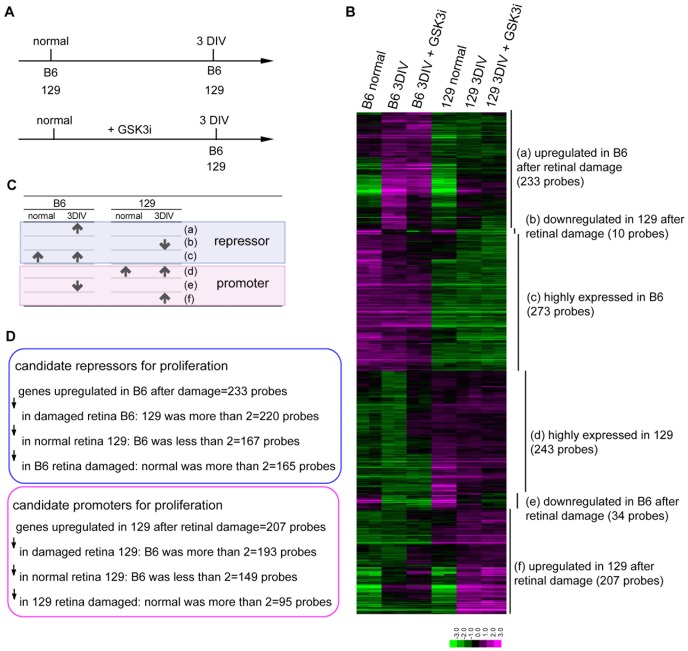
Gene expression profiles comparing normal retinas and retinal explants from B6 and 129. (A) Schematic diagram of the preparation of the retinal samples. Two retinas were prepared for each condition (1 to 6). (B) Expression profile of the 1000 most differentially expressed probe sets between the retinal explants from B6 and 129 at 3DIV. (C) Schematic diagram of the classification of the genes selected in (B). (D) Strategies to narrow down the candidate proliferation promoters and repressors.

**Table 1:** Results of functional annotation clustering.

	cluster	enrichment score
(a) upregulated in B6 after damage	immune response	4.43
	regulation of cell death	3.8
	chemotaxis	3.6
	T cell activation	2.6
	positive regulation of cytokine production	2.3
	positive regulation of transport	2.2
(b) downregulated in 129 after damage	no significantly enriched cluster	
(c) highly expressed in B6	glycosylation	2
	cell cycle, M phase	1.92
(d) highly expressed in 129	regulation of microtubule cytoskeleton organization	2.6
	histone acetylation	2.13
	cell cycle, M phase	1.77
	long term potentiation	1.74
	embryonic development	1.73
(e) downregulated in B6 after damage	no significantly enriched cluster	
(f) upregulated in 129 after damage	cell migration	2.09
	protein complex assembly	1.76
	positive regulation of MAP kinase activity	1.61
	positive regulation of signal transduction	1.52
	apoptosis	1.42
upregulated by the addition of GSK3 inhibitor in 129	mitotic cell cycle	35.64
	DNA replication	10.65
	chromosome condensation	5.37
	DNA repair	5.28
	chromosome segregation	3.55
	p53 signaling pathway	3.45

To detect genes whose expression was associated with the promotion or suppression of proliferation of Müller glia, we further selected 165 probes (126 genes) as candidates for proliferation repressors from group (a); these probes were based on the criteria that the gene expression difference was more than double between the two strains, while the basal expression was less than double between the two strains. Furthermore, the expression was more than double after making the explant culture in the B6 mouse retina (Fig. 5C, upper panel, Table 2). Conversely, we also selected 95 probes (78 genes) as candidate proliferation promoters from group (f) (Fig. 5C, lower panel, table 3). 

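The candidate proliferation repressors were headed by genes that rose in B6 after damage. Fgf2os, annotated for the probe of the non-coding RNA Gm12541 that overlaps Fgf2, was 9.71-fold higher in B6 at 3DIV (log2 -3.28, SE 0.13, adjusted p = 8.29e-08) with an interaction of -2.31 (SE 0.18, adjusted p = 1.67e-04). Ang, an angiogenic ribonuclease, was 8.93-fold higher (log2 -3.16, SE 0.19, adjusted p = 2.02e-06), and Trim12a, a member of the TRIM family of antiviral proteins, was 8.03-fold higher at probe 1437432_a_at (log2 -3.01, SE 0.27, adjusted p = 3.68e-05) and stood at 0.05 at 1420648_at. Fst, which binds activin, and Sox11, a transcription factor of neural progenitors, were 4.12-fold and 4.57-fold higher, with interactions of -2.40 (SE 0.23, adjusted p = 6.21e-04) and -1.43 (SE 0.15, adjusted p = 0.0013). The probes of Sox11 disagreed, since the other 5 lay between -0.07 and 0.77. Of the 164 probes of group (a), 149 were over 2-fold at 3DIV, 131 of these were under 2-fold in the normal retina, and 111 of those rose over 2-fold in B6. They belonged to 75 genes. The interaction was called for 74 of the 111 probes, so that for the others a different change in the 2 strains was not shown.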

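The candidate proliferation promoters were headed by interferon-inducible genes, by Tcim and by Hmga2. Ifi202b, a DNA sensor of the interferon-inducible p200 family, was 38.4-fold higher in 129 at 3DIV (log2 5.26, SE 0.14, adjusted p = 8.70e-09). It rose in 129 by 5.57 (SE 0.14, adjusted p = 8.51e-10) and stood at 0.26 (adjusted p = 0.181) after damage in B6. Tcim, a regulator of Wnt signaling, was 6.87-fold higher (log2 2.78, SE 0.14, adjusted p = 5.99e-07), and Opn4, the melanopsin of ganglion cells, was 4.92-fold higher at probe 1445121_at (log2 2.30, SE 0.14, adjusted p = 2.35e-06). Matn2, a matrix protein, was 3.86-fold higher (log2 1.95, SE 0.34, adjusted p = 0.0025). Of the 135 probes of group (f), 120 were over 2-fold at 3DIV, 113 of these were under 2-fold in the normal retina, and 92 of those rose over 2-fold in 129, from 69 genes. The interaction was called for 70 of them. All 95 probes printed in Table 3 were called higher in 129, all stood in group (f), and 72 had a called interaction.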

To examine which gene expression was likely to reflect the difference of the proliferative Müller glial response after damage, we compared the list of genes with previously reported genes selectively expressed in resting Müller glia [27], reactive Müller glia [28], [29], and retinal progenitor cells [30], [31]. We also checked the genes reportedly expressed in macrophage/microglia [32] because the above functional analyses suggested a difference in the innate immune responses in the retinal explants between B6 and 129. A relatively small number of genes enriched in normal Müller glia or in reactive Müller glia were included in the candidate proliferation repressors (7 of 126 genes: *fxyd3*, *Car6*, *GFAP*, *Cp*, *S100a6*, *A2m*, and *Bcl2a1*) and in the candidate proliferation promoters (4 of 78 genes: *Cxcl1*, *Pak3*, *Slc1a3*, and *Ednrb*). 

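Of the Müller genes among the repressors, Fxyd3, a regulator of the sodium pump, differed most clearly, 3.67-fold higher in B6 (log2 -1.87, SE 0.11, adjusted p = 1.29e-06; interaction -1.70, SE 0.15, adjusted p = 3.60e-04). Gfap, the intermediate filament of reactive glia, was higher in B6 at probe 1440142_s_at (log2 -2.27, SE 0.20, adjusted p = 3.13e-05), but its other probes 1426508_at and 1426509_s_at stood at -0.26 (adjusted p = 0.357) and -0.30 (adjusted p = 0.327). S100a6, a calcium-binding protein, was lower in 129 at -1.30 (SE 0.23, adjusted p = 0.0025) and A2m, a protease inhibitor, at -1.19 (SE 0.18, adjusted p = 9.04e-04). Of the 6 measured genes of this set 5 were lower in 129, and the interaction was called for 2 (3 over the list alone), each at the probe that stood for its gene. Among the promoters, Cxcl1, a chemokine, was higher in 129 at probes 1419209_at (log2 1.51, SE 0.11, adjusted p = 1.06e-05) and 1457644_s_at (log2 0.84, SE 0.11, adjusted p = 4.82e-04) and stood at 0.15 (adjusted p = 0.383) at 1441855_x_at. Higher too was Pak3, a kinase of the cytoskeleton, at 1.39 (SE 0.14, adjusted p = 6.16e-05) at probe 1417924_at and 0.42 to 0.79 at its other 3 probes. Slc1a3, the glial glutamate transporter, was higher at probe 1426341_at (log2 1.11, SE 0.16, adjusted p = 8.53e-04), while probes 1426340_at and 1452031_at stood at 0.06 (adjusted p = 0.665) and -0.16 (adjusted p = 0.26). At the probes that stood for the 4 measured genes of that set, 2 were higher in 129, and for none was the interaction called in limma (0 higher and 0 lower at an unadjusted p under 0.05). At other probes it was called, for Cxcl1 at 1.27 (adjusted p = 0.0034) at 1419209_at and 1.05 (adjusted p = 0.0081) at 1457644_s_at, and for Ednrb at 1426314_at (adjusted p = 0.0452, or 0.0537 to 0.165 without any 1 array of the 4 compared groups or of 129 with the inhibitor). Both sets were chosen on the same arrays and are not independent evidence of a direction.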

We considered a possibility that the basal expression levels of previously reported resting/reactive Müller glial marker genes were more than double between B6 and 129 and were excluded by our criteria. Only *Lcn2* was significantly highly expressed in B6 (×3.12), and only three genes (*Lgals3*; ×3.82, *Ednrb*; ×2.21, and *Serpina3n*; ×2.08) were highly expressed in 129. Therefore, it was likely that most of the previously reported genes selectively expressed in normal or reactive Müller glia changed their expression in a similar way in both B6 and 129 after damage. 

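In the normal retina, Lcn2, a secreted iron-binding protein of reactive glia, was 3.12-fold higher in B6 (log2 -1.64, SE 0.16, adjusted p = 8.29e-05). Lgals3, a galectin of reactive glia and macrophages, was 3.82-fold higher in 129 (log2 1.93, SE 0.12, adjusted p = 2.45e-06), and Serpina3n, a protease inhibitor of reactive astrocytes, was 2.08-fold higher (log2 1.06, SE 0.11, adjusted p = 1.47e-04). For Ednrb, the endothelin receptor of Müller glia, probe 1437347_at was 2.21-fold higher in 129 (log2 1.14, SE 0.089, adjusted p = 1.41e-05), probe 1423594_a_at was higher at 0.93 (SE 0.16, adjusted p = 0.0039) and probe 1426314_at stood at 0.17 (adjusted p = 0.525). At 3DIV, Lcn2 was still lower in 129 at -1.70 (SE 0.16, adjusted p = 5.20e-05) and Lgals3 higher at 0.78 (SE 0.12, adjusted p = 0.0011). Both Lgals3 and Serpina3n rose less in 129 after damage, with interactions of -1.15 (SE 0.17, adjusted p = 0.0076) and -1.03 (SE 0.16, adjusted p = 0.0101).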

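After damage, genes of reactive gliosis rose in both strains. Steap4 and Lcn2 headed the list in each, Timp1, an inhibitor of metalloproteinases, rose by 6.31 (SE 0.22, adjusted p = 9.92e-09) in B6 and 4.72 (SE 0.22, adjusted p = 5.56e-08) in 129, and Lgals3 by 5.03 (SE 0.12, adjusted p = 1.32e-09) and 3.88 (SE 0.12, adjusted p = 3.41e-09). Of 25 measured genes 24 rose in B6 and 22 in 129, and none fell, with medians of 2.86 (adjusted p = 3.12e-22 from camera) and 2.99 (adjusted p = 3.86e-21 from camera). Of 21 genes of resting Müller glia 13 rose and 5 fell in B6, and 11 rose and 6 fell in 129. Vim, the filament protein vimentin, rose by 1.94 (SE 0.098, adjusted p = 1.47e-07) and 2.00 (SE 0.098, adjusted p = 9.54e-08), and Abca8a, a transporter, fell by 1.40 (SE 0.12, adjusted p = 6.70e-06) and 1.80 (SE 0.12, adjusted p = 8.65e-07). The difference between the strains in the change was called higher in 129 for 4 genes of reactive gliosis and lower for 5 (5 and 8 over the list alone). Cebpd, a transcription factor of the acute phase, rose more in 129 (interaction 1.42, SE 0.11, adjusted p = 1.52e-04). The 4 genes numbered 2 without any 1 of B6 normal replicate 1, B6 3DIV replicates 1 and 2, 129 normal replicate 1 and 129 3DIV replicates 1 and 2, and the 5 numbered 2 to 3 without any 1 of B6 normal replicate 2, B6 3DIV replicate 2, 129 normal replicate 2 and 129 3DIV replicate 2. For resting Müller glia it was higher for 1, Sox8, a transcription factor of glia, at 0.79 (SE 0.15, adjusted p = 0.0225), and lower for none (1 and 3 over the list alone). The call of Sox8 ended without any 1 of 7 of the 8 compared arrays, all but B6 normal replicate 1 (adjusted p = 0.0516 to 0.0896). From the small number of differing markers, the paper proposes that most Müller glial genes changed in a similar way in both strains.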

In consistent with the difference of Müller glial proliferation, the candidate proliferation promoter included retinal progenitor markers (*Hmga2*, *Ccnd1*, *Rrm2*, *Ltbp2*, *Fignl1*, and *Myc*). In contrast, the candidate proliferation repressor included only two genes, including *Car6*, which was expressed in both the retinal progenitor and normal Müller glia [33], and *Cp*, which was expressed in the reactive Müller glia. 

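Rrm2, a subunit of ribonucleotide reductase, was 2.45-fold and 2.14-fold higher in 129 at 2 of its 3 probes (log2 1.29, SE 0.16, adjusted p = 2.50e-04 and log2 1.10, SE 0.18, adjusted p = 0.0015) and higher by 0.60 (adjusted p = 0.022) at the other one, a call that ended without any 1 of B6 3DIV replicates 1 and 2 and 129 3DIV replicate 2 (adjusted p = 0.0522 to 0.179). Myc, a transcription factor of growth, was higher at 1.00 (SE 0.18, adjusted p = 0.0026). Ccnd1, the G1 cyclin D1, was higher at probe 1417419_at (log2 1.35, SE 0.13, adjusted p = 4.72e-05), with an interaction of 1.51 (SE 0.18, adjusted p = 0.0023). At 1417420_at it was higher too (log2 0.83, SE 0.13, adjusted p = 0.0014), with an interaction of 1.39 (SE 0.19, adjusted p = 0.0044). At 1448698_at it was higher by 0.46 (adjusted p = 0.0058), a call that ended without B6 3DIV replicate 1. At 1417419_at and 1417420_at the interaction exceeded the difference at 3DIV, so that the difference in the normal retina lay below 0. By RT-PCR, the paper reports Cyclin D1 as higher in 129 in the normal retina as well. Fignl1, a factor of DNA repair, was higher at probe 1422430_at (log2 1.12, SE 0.22, adjusted p = 0.0047) and stood at -0.02 (adjusted p = 0.928) at probe 1460746_at. Ltbp2, a matrix protein that resembles TGF-beta binding proteins, stood at 0.69 (adjusted p = 0.146), with adjusted p = 0.0017 without either array of normal 129. Ltbp1 was higher at 1.09 (SE 0.28, adjusted p = 0.020), a call that ended without any 1 of the 4 arrays at 3DIV with vehicle (adjusted p = 0.0574 to 0.118). With Hmga2, 6 of 7 of these genes were higher in 129 (7 over the list alone), and the interaction was called for 4 (6 over the list alone). They were chosen on the same arrays, so that this direction is not independent evidence. The fixed list of progenitor genes holds some of the same genes, Hmga2 and Rrm2 among them, and is not independent evidence either. In the fixed list of 24 measured progenitor genes, 9 were higher in 129 and 2 lower, with a median of 0.13 (adjusted p = 0.0464 from camera, adjusted p = 0.291 with an estimated correlation, adjusted p = 0.117 without B6 3DIV replicate 1 and adjusted p = 0.099 without 129 3DIV replicate 1).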

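Car6, a carbonic anhydrase, was 2.60-fold higher in B6 at 3DIV (log2 -1.38, SE 0.15, adjusted p = 1.07e-04). After damage it rose by 2.04 (SE 0.15, adjusted p = 1.81e-06) in B6, and the change differed between the strains (interaction -1.42, SE 0.21, adjusted p = 0.0074). Cp, which encodes the ferroxidase ceruloplasmin, was higher in B6 at probes 1417497_at (log2 -1.52, SE 0.13, adjusted p = 2.32e-05) and 1448735_at (log2 -1.49, SE 0.17, adjusted p = 1.43e-04), and its other 6 probes lay between -0.90 and -0.07.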

As suggested by the gene functional analyses, 14 genes in the candidate proliferation repressor were reported to be expressed in macrophage/microglia. 

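Most of the microglial genes that the paper lists were lower in 129 at 3DIV. Tyrobp, the adaptor of microglial receptors, was 2.20-fold lower (log2 -1.13, SE 0.077, adjusted p = 5.17e-06), Aif1, which encodes Iba1, 2.93-fold lower (log2 -1.55, SE 0.11, adjusted p = 6.55e-06) and the chemokine gene Ccl9 2.88-fold lower (log2 -1.52, SE 0.10, adjusted p = 5.50e-06). Itgam, the integrin CD11b, was lower at -1.08 (SE 0.15, adjusted p = 4.89e-04) and Ccl6, another chemokine, at -1.06 (SE 0.16, adjusted p = 0.0010). C5ar1, the receptor of complement C5a, was lower at probe 1439902_at (log2 -1.12, SE 0.11, adjusted p = 4.87e-05) and stood at -0.07 (adjusted p = 0.677) at probe 1422190_at. Trem2, a lipid receptor of microglia, was lower at 1421792_s_at (log2 -1.03, SE 0.11, adjusted p = 1.06e-04) and stood at 0.20 (adjusted p = 0.40) at 1421226_at. Fcgr1, an Fc receptor, was lower at 1417876_at (log2 -1.24, SE 0.22, adjusted p = 0.0024) and stood at -0.23 (adjusted p = 0.106) at 1436625_at. Of the 13 measured genes, 10 were lower in 129 and none was higher (12 lower over the list alone), and the change after damage was lower in 129 for 5 (11 over the list alone). As a set chosen on these arrays, they are not independent evidence of the direction.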

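Interferon-inducible genes made up a visible part of the candidate promoters. Mx2, an antiviral GTPase, was 2.88-fold higher in 129 at 3DIV (log2 1.52, SE 0.099, adjusted p = 3.81e-06; interaction 1.62, SE 0.14, adjusted p = 3.27e-04), and Gbp3, a guanylate-binding protein, 2.88-fold higher (log2 1.52, SE 0.10, adjusted p = 5.52e-06). Gbp3 was lower in 129 in the normal retina, at -0.96 (SE 0.10, adjusted p = 1.65e-04), and its change after damage was higher in 129 (interaction 2.48, SE 0.15, adjusted p = 2.66e-05). Iigp1, a GTPase against intracellular parasites, was higher at probe 1419043_a_at (log2 1.28, SE 0.17, adjusted p = 4.30e-04). Il6, an inflammatory cytokine, was 2.66-fold higher (log2 1.41, SE 0.16, adjusted p = 1.82e-04; interaction 1.53, SE 0.23, adjusted p = 0.0081), and Serpinb2, a plasminogen activator inhibitor of macrophages, was higher at 1.69 (SE 0.14, adjusted p = 2.50e-05). Of 9 measured interferon-inducible genes that the paper names here, 7 were higher in 129 and none was lower, the same over the list alone, and the interaction was called for 6 (8 over the list alone). The set was chosen on these arrays and is not independent evidence of its direction. The 2 probes printed as Gbp6 in Table 3, 1425156_at and 1434380_at, now carry the symbol Gbp7 and were 2.85-fold (log2 1.51, SE 0.15, adjusted p = 7.06e-05) and 2.82-fold (log2 1.50, SE 0.11, adjusted p = 7.71e-06) higher in 129. The probes now assigned to Gbp6 stood at 0.28 (adjusted p = 0.387) and 0.12 (adjusted p = 0.482).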

In the candidate proliferation promoter, functional clustering analyses did not show a significant enrichment of a cluster related to the immune response; however, interferon inducible genes were relatively enriched (10 of 78 genes; *Ifi202b*, *H28*, *BC023105*, *Tgtp1*///*Tgtp2*, *Ifi203*, *Mx2*, *Gbp3*, *Gbp6*, *Iigp1*, and *Herc5*), and *Il6, Serpinb2*, *Tgtp1/Tgtp2*, *Mx2*, and *Gbp3* were expressed in microglia.

**Figure 5:**
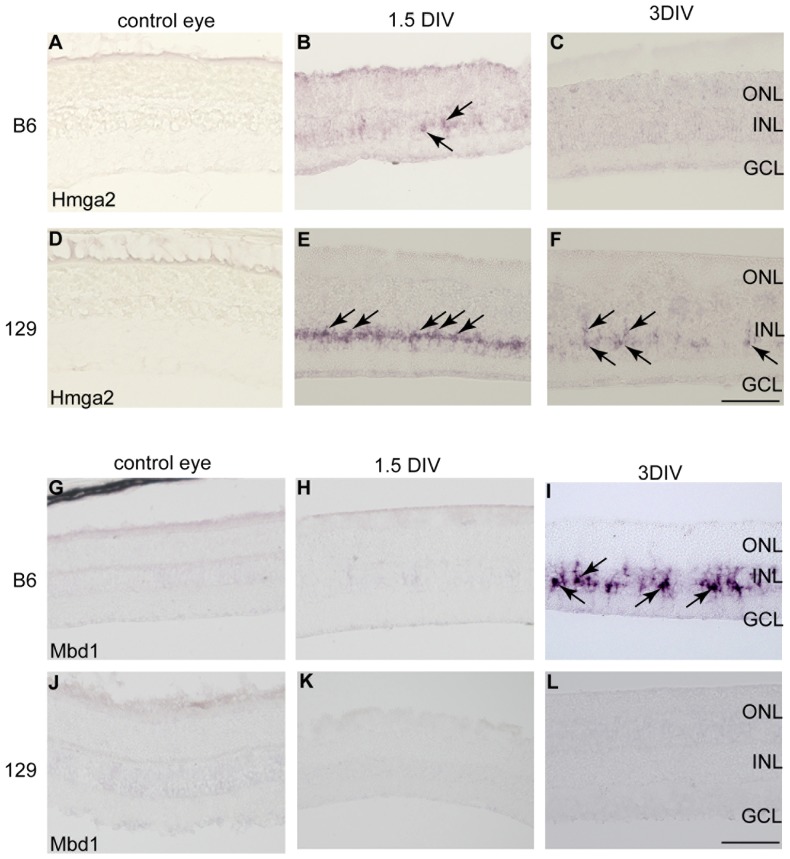
Temporal expression of *Hmga2* and *Mbd1* transcripts in the retinal explants from B6 and 129. (A, D) Hmga2 was not detected in the normal retina of B6 and 129. (B, E) Hmga2 was detected in the INL of the retinal explants at 1.5 DIV from both B6 and 129 (arrows). (C, F) Hmga2 was maintained only in the INL of the mouse retinal explant from 129 at 3DIV (arrows). (G–L) Mbd1 was not detected in the normal retina of B6 and 129 (G, J) or in the retinal explant at 1.5 DIV (H, K), but it was detected at 3DIV in the INL of B6 retinal explants (arrows) (I). (L) Mbd1 expression was not detected in the retinal explant from 129. Scale bar: 100 µm.

**Table 2:** Candidate proliferation repressors.

gene name	Affymetrix IDs	ratio to 129 in intact retina	ratio to 129 after damage	localization in retina
Gm12541	1443200_at	1.96	9.71	
Ang	1438937_x_at	1.50	8.93	
Ifi203///Ifi204///Ifi205///LOC640890///Mnda///Mndal	1452348_s_at	1.14	8.32	
Trim12	1437432_a_at	1.53	8.00	
Ifi205///Mnda	1452349_x_at	1.12	7.22	
Mbd1	1453678_at	1.21	6.69	reactive Müller glia (this research)
Gfap	1440142_s_at	1.88	4.91	reactive Müller glia [28]
---	1431225_at	1.70	4.60	
---	1458543_at	1.05	4.54	
Fst	1434458_at	0.78	4.12	
---	1436061_at	1.43	4.08	
Mbd1	1430838_x_at	0.98	3.97	
Ang	1438936_s_at	1.50	3.93	
---	1446661_at	0.91	3.88	
---	1420310_at	1.43	3.87	
S100a4	1424542_at	0.68	3.82	astrocyte [57]
Lyz2	1423547_at	1.50	3.76	
Arg1	1419549_at	1.08	3.73	
Gabrg3	1439717_at	1.68	3.72	
Ms4a6b	1418826_at	1.26	3.72	
Fxyd3	1418374_at	1.12	3.66	resting Müller glia [27]
2900057B20Rik	1431631_at	1.25	3.63	
---	1447329_at	1.07	3.46	
AA467197	1434046_at	1.91	3.40	
AI451617	1435665_at	0.80	3.31	
---	1433282_at	0.97	3.24	
4930579C15Rik	1453265_at	1.54	3.23	
Ctla2b	1452352_at	1.69	3.22	
Slc6a2	1460129_at	1.02	3.18	
Samd4	1436356_at	1.99	3.14	
Cd48	1427301_at	1.40	3.11	
Trim30	1417961_a_at	0.97	3.09	
E2f6	1437914_at	1.75	3.09	
9330161A08Rik	1459187_at	1.70	3.06	
Col4a6	1421007_at	1.49	3.05	
Ugt1a1///Ugt1a10///Ugt1a2///Ugt1a5///Ugt1a6a///Ugt1a6b///Ugt1a7c///Ugt1a9	1426261_s_at	1.23	3.01	
Ifi204	1419603_at	1.03	2.98	
Cd84	1422875_at	1.15	2.96	
Ccl9	1448898_at	1.27	2.95	macrophage/microglia [58]
Aif1	1418204_s_at	1.55	2.93	microglia [59]
Gm11428	1436530_at	1.15	2.89	
Ccl9	1417936_at	1.27	2.88	
Cp	1417497_at	1.20	2.87	reactive Müller glia, astrocyte [29], retinal progenitor [30]
Stfa2l1	1442339_at	1.03	2.86	
8430419K02Rik	1460515_at	1.31	2.85	
6720422M22Rik	1437798_at	1.63	2.85	
Wdr20a	1428039_at	1.79	2.85	
Fam101a	1453192_at	1.61	2.82	
Ly86	1422903_at	1.73	2.82	macrophage/microglia [60]
Cp	1448735_at	1.27	2.81	reactive Müller glia, astrocyte [29], retinal progenitor [30]
---	1445944_at	1.86	2.76	
Ifi27l2a	1426278_at	1.14	2.73	
Clec7a	1420699_at	1.25	2.73	macrophage/microglia [61]
Fcrls	1448891_at	1.08	2.71	
Fxyd1	1421374_a_at	1.26	2.70	
Mbd1	1417968_a_at	1.07	2.70	
Pnma2	1437018_at	1.69	2.68	
2410018L13Rik	1431317_at	1.84	2.67	
---	1444607_at	0.86	2.64	
Pgf	1418471_at	1.29	2.61	
Lin7b	1439239_at	1.32	2.61	
---	1442947_x_at	0.96	2.60	
Car6	1421001_a_at	0.95	2.60	retinal progenitor, Müller glia [33]
Kctd14	1426633_s_at	1.90	2.60	
Bcl3	1418133_at	1.31	2.58	
Mbd1	1430837_a_at	1.11	2.58	
Plscr2	1448961_at	1.48	2.58	
Raly	1430465_at	1.82	2.55	
---	1447081_at	1.12	2.54	
Adamts4	1455965_at	1.28	2.52	
Espn	1423005_a_at	1.36	2.52	Photoreceptor [62]
Ccl12	1419282_at	1.55	2.51	Microglia [63]
Tnfaip2	1438855_x_at	1.07	2.51	
Parp3	1451969_s_at	1.14	2.50	
S100a6	1421375_a_at	0.92	2.46	reactive Müller glia [28]
Fam132a	1439422_a_at	1.78	2.46	
Pycard	1417346_at	1.18	2.43	
C87414	1455830_s_at	1.03	2.43	
Rab6b	1460617_s_at	1.57	2.42	
2900017F05Rik	1430096_at	1.74	2.41	
March6	1445928_at	1.85	2.39	
2810047C21Rik1///Gm3912	1453241_a_at	1.46	2.39	
Ephx1	1422438_at	1.33	2.39	
Ms4a6d	1419599_s_at	1.28	2.39	
Fcgr1	1417876_at	1.08	2.38	Microglia [32]
---	1441389_at	1.37	2.38	
Cited4	1425400_a_at	1.39	2.37	
AI451617///Trim30	1456494_a_at	1.03	2.36	
C1qc	1449401_at	1.84	2.35	
Ptgs1	1436448_a_at	1.17	2.35	retinal neuron, microglia [64]
Afap1l2	1436870_s_at	1.18	2.33	
2700079J08Rik///Ccrn4l///Gm4638	1436362_x_at	1.96	2.32	
Mlc1	1448139_at	1.06	2.32	retinal ganglion cell [65]
Lin7b	1449172_a_at	1.35	2.31	
Lgals9	1421217_a_at	1.22	2.31	
Bmp1	1427457_a_at	1.19	2.31	
9430065F17Rik	1432320_at	1.72	2.31	
---	1447288_at	1.00	2.31	
---	1446042_at	1.15	2.30	
A2m///LOC677369	1434719_at	1.80	2.28	Muller glia [66]
Lin7b	1439240_x_at	1.08	2.28	
Mgp	1448416_at	1.69	2.28	retinal ganglion cell [67]
Zfp30	1446313_at	1.42	2.27	
Gstm1	1416416_x_at	1.75	2.27	
Trub1	1428281_at	1.97	2.27	
Ctss	1448591_at	1.47	2.26	
Serping1	1416625_at	1.66	2.26	
Ccl6	1420249_s_at	0.79	2.24	macrophage/microglia [68]
Gstm1	1448330_at	1.71	2.24	
---	1458589_at	1.24	2.24	
Ms4a6d	1419598_at	0.94	2.23	
---	1458382_a_at	1.07	2.23	
Fam46c	1448021_at	1.04	2.22	
C4b	1418021_at	1.59	2.21	
Cyb561	1417507_at	1.93	2.21	
---	1441932_at	1.39	2.20	
Tyrobp	1450792_at	1.73	2.19	Microglia [69]
---	1442862_at	1.23	2.19	
Pisd-ps1///Pisd-ps2///Pisd-ps3	1454566_at	1.73	2.19	
Lin7b	1418683_at	1.24	2.18	
D630033O11Rik	1443458_at	0.95	2.18	
C5ar1	1439902_at	0.93	2.18	retinal neuron and microglia [70]
Mndal	1452231_x_at	1.82	2.18	
Apobec2	1417889_at	1.43	2.17	regenerating Muller glia [56]
Myo1g	1427892_at	1.28	2.16	
Fam173b	1428683_at	1.60	2.16	
4833408G04Rik	1454409_at	1.61	2.14	
---	1447123_at	0.84	2.14	
Bcl2a1a///Bcl2a1b///Bcl2a1d	1419004_s_at	1.49	2.13	reactive Muller glia [71]
Itgam	1422046_at	1.01	2.11	Microglia [32]
Crispld2	1434758_at	0.91	2.11	
Ccl6	1417266_at	1.18	2.10	
D4Ertd617e	1457668_x_at	1.88	2.09	
Oxct1	1436750_a_at	1.40	2.07	
Zdhhc14	1438975_x_at	1.64	2.07	
---	1444620_at	1.60	2.07	
Ms4a6c	1450234_at	1.23	2.07	
Hebp2	1449271_a_at	1.37	2.06	
Pisd-ps1///Pisd-ps3	1435353_a_at	1.24	2.06	
Bik	1420362_a_at	1.39	2.06	
Shisa3	1460000_at	1.09	2.06	
Asf1b	1423714_at	1.34	2.06	
Kcng4	1428536_at	1.11	2.05	bipolar cell [72]
Pkig	1423945_a_at	1.92	2.05	
Mxra7	1453855_at	1.69	2.05	
---	1446017_at	0.76	2.05	
Itgb2	1450678_at	1.42	2.05	Microglia [73]
Timp1	1460227_at	0.70	2.04	Astrocyte [74]
Trem2	1421792_s_at	1.50	2.04	Microglia [75]
Fam132a	1417393_a_at	1.67	2.04	
C3ar1	1442082_at	1.01	2.04	Microglia [32]
Lin28a	1437752_at	1.53	2.04	regenerating Muller glia [9]
Ube2l6	1417172_at	1.25	2.03	
Casp1	1449265_at	0.95	2.02	
Gvin1	1429184_at	1.85	2.02	
Fam132a	1448687_at	1.50	2.02	
Fgf2	1449826_a_at	1.03	2.02	Photoreceptor [29]
---	1438027_at	1.55	2.01	
Oxct1	1455804_x_at	1.34	2.01	
---	1443777_at	0.97	2.01	
Pmaip1	1418203_at	0.95	2.01	
1110008P14Rik	1423947_at	1.37	2.00	
Cxcl16	1449195_s_at	0.88	2.00	resting Muller glia [27]
Ang	1450717_at	1.19	2.00	

**Table 3:** Candidate proliferation promoters.

gene name	Affymetrix IDs	ratio to B6 in intact retina	ratio to B6 after damage	localization in retina
Ifi202b	1457666_s_at	1.21	111.82	
Ifi202b	1421551_s_at	0.97	38.20	
H28	1425917_at	1.18	11.51	
H28	1421596_s_at	1.04	7.20	
1810011O10Rik	1451415_at	1.78	6.85	
Hmga2	1422851_at	0.88	6.67	reactive Müller glia (this research), developing retinal margin [34]
Hmga2	1450780_s_at	0.65	5.80	
Hmga2	1450781_at	1.01	5.74	
H2-T24	1422160_at	0.48	5.30	
Opn4	1445121_at	1.04	4.93	retinal ganglion cell [76]
BC023105	1425394_at	0.89	4.31	
Matn2	1419442_at	1.50	4.29	
Matn2	1455978_a_at	1.49	3.89	
Ddx60	1439114_at	1.02	3.60	
Tgtp1///Tgtp2	1449009_at	0.93	3.56	macrophage/microglia [77]
Rnd3	1416701_at	1.45	3.54	
Npvf	1421686_at	1.59	3.48	
Ednrb	1423594_a_at	1.87	3.47	reactive Müller glia, astrocyte [29]
Ifi203	1451567_a_at	0.96	3.35	
Pde2a	1452202_at	0.98	3.32	
Serpinb2	1419082_at	0.82	3.23	macrophage/microglia [78]
Notch4	1449146_at	0.96	3.15	reactive Müller glia (this research)
Ldb3	1433783_at	0.66	3.13	
Gm3756///Gm5620///Gm6682///Gm7172///LOC100044416///LOC100045728///Tuba1a///Tuba1b///Tuba1c	1448232_x_at	0.93	3.03	regenerating Müller glia [14]
Ets1	1452163_at	1.14	3.01	
Mx2	1419676_at	0.94	2.88	macrophage/microglia [79]
Trim34	1426093_at	1.00	2.88	
Gbp3	1418392_a_at	0.51	2.88	macrophage/microglia [80]
Gbp6	1425156_at	0.95	2.85	
Cxcl1	1419209_at	1.18	2.84	resting Müller glia [27]
BC006779	1435454_a_at	1.21	2.83	
Gbp6	1434380_at	0.86	2.83	
Tubb6	1416431_at	1.11	2.80	
Anxa4	1424176_a_at	1.57	2.69	
Il6	1450297_at	0.92	2.66	Microglia [32]
Uhrf1	1415810_at	0.68	2.65	
Pak3	1417924_at	1.50	2.64	resting Müller glia [27], photoreceptor [81]
Ifi47	1417292_at	1.09	2.62	
---	1436633_at	1.40	2.62	
Pde2a	1447707_s_at	1.05	2.56	
Ccnd1	1417419_at	0.89	2.55	retinal progenitor [30]
Ets1	1426725_s_at	1.30	2.51	
Hells	1417541_at	1.12	2.48	
Gm3417///Gm3448///Tcte3	1421682_a_at	1.66	2.48	
Anxa4	1457658_x_at	1.29	2.47	
Rrm2	1448226_at	1.14	2.46	retinal progenitor [30]
Iigp1	1419043_a_at	0.77	2.44	
Fxyd2	1419378_a_at	1.27	2.44	
Iigp1	1419042_at	0.86	2.40	
Ndp	1449251_at	1.07	2.39	Müller glia [82]
Rnd3	1416700_at	1.56	2.35	
Dscc1	1452912_at	0.93	2.33	
Btc	1421161_at	1.02	2.31	
Serpine1	1419149_at	1.21	2.29	
Met	1434447_at	0.95	2.28	
Gm3756///Gm5620///Gm6682///Gm7172///LOC100044416///LOC100045728///Tuba1a///Tuba1b///Tuba1c	1416128_at	1.30	2.27	
Herc5	1438037_at	0.71	2.26	
3930401B19Rik///A130040M12Rik///E430024C06Rik	1453238_s_at	1.07	2.26	
Dtna	1419223_a_at	0.99	2.25	Müller glia [83]
Clcf1	1437270_a_at	1.28	2.24	
Upp1	1448562_at	0.88	2.23	
Tfdp2	1443962_at	1.18	2.23	
Nav3	1456144_at	1.05	2.23	
Cd14	1417268_at	1.24	2.21	
Msn	1450379_at	0.98	2.21	
Hmga1///Hmga1-rs1	1416184_s_at	0.84	2.19	
Rai14	1417400_at	1.61	2.19	Retinal ganglion cell, Müller glia[84]
Pbk	1448627_s_at	1.33	2.19	
Fignl1	1422430_at	0.94	2.18	retinal progenitor, resting Müller glia [85]
Krt24	1453327_at	1.12	2.18	
9230105E10Rik	1443858_at	1.14	2.17	
Slc1a3	1426341_at	1.43	2.17	resting Müller glia [27], retinal progenitor [30]
Ddx60	1451777_at	1.01	2.16	
Rrm2	1434437_x_at	0.83	2.14	retinal progenitor [30]
Oaf	1424086_at	0.87	2.14	
Tubb2a-ps2///Tubb2b	1449682_s_at	1.08	2.14	
Ltbp1	1448870_at	0.74	2.13	developing retinal margin [31]
Kitl	1448117_at	1.35	2.13	retinal ganglion cell [86]
Sfrs3	1438215_at	1.42	2.12	
Ednrb	1426314_at	1.13	2.12	reactive Müller glia [29]
Fosl1	1417487_at	0.77	2.12	
Pml	1456103_at	0.85	2.12	
Eif4ebp1	1434976_x_at	0.88	2.09	
LOC100047360///Scml2	1456984_at	1.07	2.09	
Rsad2	1421008_at	1.14	2.08	
Lactb2	1425140_at	1.38	2.07	
Thbd	1448529_at	0.78	2.07	
Nusap1	1416309_at	1.05	2.06	
Inpp5f	1442100_at	1.39	2.06	
Akr1b8	1448894_at	0.67	2.05	
Il1rap	1449585_at	1.04	2.05	
---	1445381_at	0.92	2.03	
Pml	1459137_at	0.93	2.02	
Plat	1415806_at	1.54	2.02	
Myc	1424942_a_at	0.88	2.01	developing retinal margin [31]

### Chromatin remodeling factors were differentially expressed in B6 and 129

When ordered according to the ratio of the expression levels between B6 and 129 at 3DIV, *Hmga2* (high mobility group AT-hook 2) was fourth among the proliferation promoters (×6.67, ×5.8, and ×5.74 for each probe) (Table 3). 

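Hmga2 transcripts were low in the normal retina of both strains and rose in 129 explants. At probe 1450780_s_at, the mean intensity was 70.5 ± 14.8 (SD, n = 2 arrays) in normal B6 and 45.8 ± 4.68 in normal 129. At 3DIV it was 101 ± 13.2 in B6 and 585 ± 59.7 in 129. The log2 change after damage was 3.67 (SE 0.21, adjusted p = 3.19e-07) in 129 and 0.53 (SE 0.21, adjusted p = 0.0837) in B6, where it was adjusted p = 0.0263 without 129 3DIV GSK3 inhibitor replicate 1 or 2, and the change differed between the strains by 3.15 (SE 0.30, adjusted p = 6.01e-04). Probe 1450781_at also rose in B6, at 1.27 (SE 0.23, adjusted p = 0.0015). It rose more in 129 (interaction 2.51, SE 0.32, adjusted p = 0.0036), as did probe 1422851_at (interaction 2.92, SE 0.31, adjusted p = 0.0010). The strain difference at 3DIV was 6.73-fold, 5.81-fold and 5.72-fold at the 3 probes. A further probe, 1446196_at, had an interaction of 0.33 (adjusted p = 0.423).

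**Figure D3:**
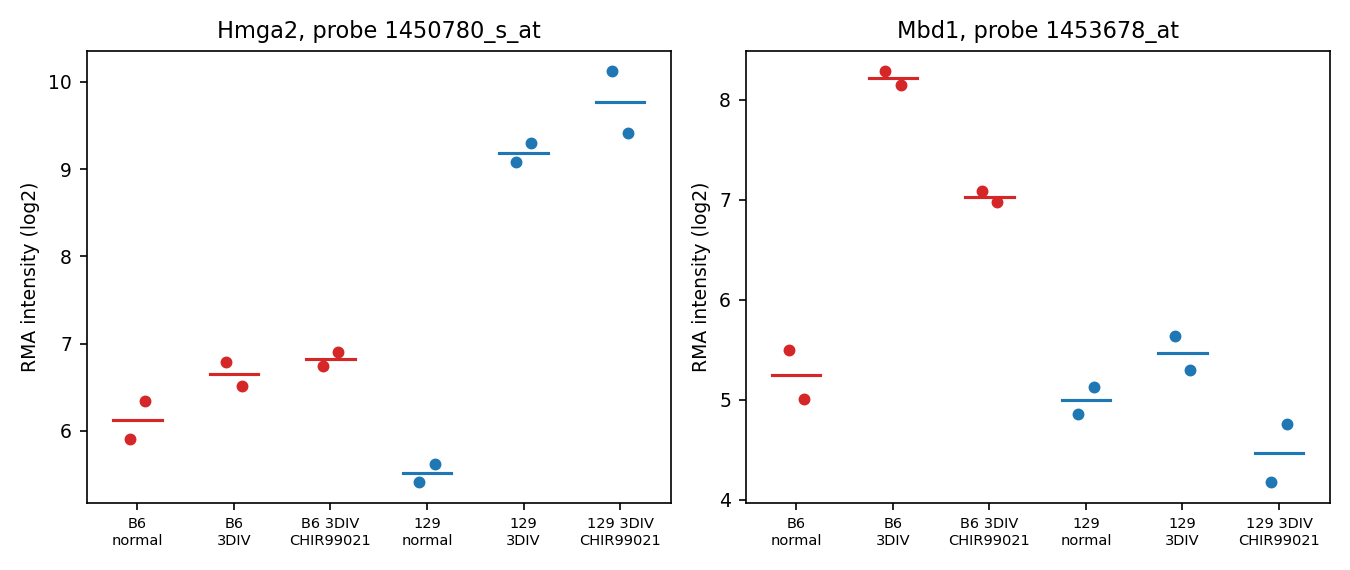
RMA intensity (log2) of Hmga2 (probe 1450780_s_at) and Mbd1 (probe 1453678_at) on each of the 12 arrays. Points are single arrays and bars the mean of the 2 arrays of a group, and the vertical axis does not start at 0. Hmga2 is highest in the 129 explants and Mbd1 in the B6 explants with vehicle.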

Hmga2 is a chromatin remodeling factor, which is widely expressed and includes retinal progenitors during embryogenesis [34], but is not detected in adult retina. Recently, Hmga2 was reported to promote neural stem cell self-renewal in the embryonic and early postnatal mouse brain [35] and to regulate the neurogenic potential characteristics of early-stage neural precursor cells [36]. 

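Mbd1 went the opposite way to Hmga2. Its mean intensity at probe 1453678_at rose from 38.6 ± 9.26 (SD, n = 2 arrays) in normal B6 to 297 ± 20.2 at 3DIV, and it was 32.0 ± 4.24 in normal 129 and 44.4 ± 7.31 in 129 at 3DIV. The change was 2.96 (SE 0.20, adjusted p = 1.31e-06) in B6 and 0.47 (SE 0.20, adjusted p = 0.111) in 129, with an interaction of -2.49 (SE 0.29, adjusted p = 0.0020). At 3DIV this probe was 6.73-fold higher in B6 (log2 -2.75, SE 0.20, adjusted p = 9.35e-06), and the 5 probes of Mbd1 differed by -0.98 to -2.75, all lower in 129. Probe 1417968_a_at, which also rose in B6 (log2 1.40, SE 0.080, adjusted p = 3.45e-07), had an interaction of -1.34 (SE 0.11, adjusted p = 2.87e-04). By fold, Mbd1 ranked 6 among the 111 probes of the repressors.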

Interestingly, we found another chromatin remodeling factor, *Mbd1* (methyl-CpG binding domain protein 1), among the candidate proliferation inhibitors (Table 2). In contrast to Hmga2, Mbd1 was reported to negatively regulate the proliferation of adult neural stem cells via the repression of *Fgf2* and *mir-184* transcription [37], [38]. To evaluate the localization of Hmga2 and Mbd1 mRNA in the retinal explant, we performed *in situ* hybridization. In the control adult normal retina, Hmga2 was not detected in either B6 or 129. In the retinal explant from 129, Hmga2 was detected in the INL at 1.5 DIV. The Hmga2 transcript was maintained in a small number of cells in the INL at 3DIV. The Hmga2 transcript was detected around the nucleus and also in the processes extending to the ONL side, reminiscent of Müller glia. In contrast, in the retinal explant from B6, we detected a faint expression of Hmga2 at 1.5 DIV, but not at 3DIV. Mbd1 expression was also not detected in the control retina, but was upregulated in the INL of B6 mouse retinal explants at 3DIV. These data suggested that the cell cycle progression in Müller glia was associated with the expression of chromatin remodeling factors in 129 and B6.

## Discussion

The difference in the intrinsic potency of retinal regeneration across different species has been an issue of interest for researchers, particularly the fact that the mammalian retina has a rather lower potency of regeneration compared with some other vertebrates [11]. Nevertheless, it has been widely recognized that regenerative processes do occur in the mammalian brain [39], and identifying what regulates a permissive or an inhibitory environment for Müller glia proliferation in the mammalian retina may provide a new clinical therapeutic strategy. By comparing mouse strains with high or low Müller glia proliferative potency in the present study, we gained insight into the differences in the regenerative environments in these mouse strains. We observed significantly more Müller glia proliferation in the retinal explants from 129 and BDF1 compared with B6. The proliferation of Müller glia in 129 and BDF1 was also responsive to a GSK3 inhibitor. Müller glia in both 129 and B6 showed the expression of retinal progenitor markers and a transient increase in Cyclin D1, but the cell cycle progress indicated by Ki67 and the incorporation of EdU was only observed in 129; these findings imply that Müller glia were similarly de-differentiated and re-entered the cell cycle, but in B6 retinas, the cells were trapped in the G1 phase. We further showed the gene expression profiles that may support the different responses between B6 and 129 after retinal damage.

### The degree of Müller glial proliferation varies between mouse strains

In previous reports, B6 and 129 mouse strains had a significant difference in the neurogenesis of the adult hippocampus [40]. The effects of genetic differences on the proliferation of adult neural stem cells were not uniform across environmental conditions. In the normal condition, adult neural stem cells in the mouse dentate gyrus showed a significantly higher proliferation ratio in B6 compared with 129 [40]. However, when mice were put in an enriched environment, a significant increase in BrdU-positive cells in the dentate gyrus was observed in 129, whereas no change in proliferation was detected in B6 [41]. Müller cells in the retina share many common features with radial glia in the brain [5]. Thus, in damaged retina, a shift of Müller glia from a quiescent to a proliferative state might be regulated in a similar way to the increase in neural stem cell proliferation in the stimulated brain, and we previously showed that Müller glia may contribute to regeneration in rat models [1], [2]. In the current study, we also showed a consistent phenomenon in mice, although the Müller glial response differed across strains. Our retinal explant culture, which caused preferential photoreceptor cell death, evoked a significantly larger proliferation of Müller glia in 129 compared with B6. Differences in the number of proliferative Müller glia were further distinguished when a GSK3 inhibitor was added in the culture medium: the number of EdU-positive Müller glia significantly increased in the retinal explants from 129, BDF1, Balb/c, and ICR, but very few EdU-positive Müller glia were detected in the retinal explants from B6 (Fig. 1 H, and data not shown). We also tested other reported mitogens for Müller glia after retinal damage, such as Wnt3a [2], EGF [3], and a combination of insulin and FGF [3]. Similar to the GSK3 inhibitor, these factors increased the number of BrdU-positive Müller glia in the retinal explants from 129, but not in that from B6 (data not shown). Because canonical Wnt signaling, EGF signaling, and FGF signaling were mediated by a GSK3 protein [87], [88], it was not clear which mitogenic signals mainly contributed to the difference in the degree of Müller glial proliferation between the mouse strains. In contrast to zebrafish, in which HB-EGF induces proliferation of Müller glia in the undamaged retina [10], Müller glia did not proliferate when a Wnt protein, an EGF protein, or a GSK3 inhibitor was added to the undamaged rodent retina [3] (Osakada, unpublished data). In conjunction with our results that Müller glia in B6 poorly responded to a number of mitogens, the damage signals that were required for Müller glial proliferation might be suppressed in B6, unlike in other mouse strains.

### Cyclin D1 expression level was associated with Müller glial proliferation

We detected a lower expression of Cyclin D1 in the retinal explant from B6 compared with that from 129. Cyclin D1 is expressed in the proliferating retinal progenitors, and the loss of Cyclin D1 causes hypocellular retinas due to impaired retinal progenitor proliferation and photoreceptor cell death [21], [22], [42]. Conversely, the overexpression of Cyclin D1 accelerates cell cycle progression according to the expression levels in rat fibroblasts [43]. The role of Cyclin D1 in the retinal progenitor is not simple, and part of its role seemed to change dependent on the developmental stage. Cyclin D1 deficient retinal progenitors showed an elongated cell cycle and prematurely exited the cell cycle in the embryonic retina [44]. On the other hand, in the postnatal retina, Cyclin D1 deficient proliferating retinal progenitors also had an elongated cell cycle, but were maintained in the central part of the retina where histogenesis was already terminated in the wild type retina [45]. Thus, the role of Cyclin D1 for cell cycle exit seemed to be different between the embryonic and the postnatal retinal progenitors. However, in both periods, Cyclin D1 was required to keep the cell cycle length short. Therefore, it was possible that in the B6 retina, the accumulation of Cyclin D1 was not sufficient to induce proliferation of Müller glia within 4 days of culture. We did not confirm whether the Cyclin D1 expression level further increased after 4DIV. However, because the increase in proliferative Müller glia was not detected at 7DIV in B6, it was not likely that the Müller glia in the B6 retina began to proliferate later than those in the 129 retina after damage. The factors that caused the difference in Cyclin D1 expression levels between B6 and 129 after damage should be investigated in a future study. Multiple signals are known to regulate Cyclin D1 expression [46], and the sustained activation of the MAP kinase/ERK pathway is required for the continuous expression of Cyclin D1 during the G1 phase [47]. Together, our gene expression profile showed a higher expression of genes for the “positive regulators for MAP kinase activity” in 129 after retinal damage, implying that the differences in the regulation of the MAP kinase pathway may contribute to the difference in the number of proliferative Müller glia via the regulation of Cyclin D1 expression.

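Several transcripts induced by MAP kinase signaling were higher in 129 at 3DIV. Fosl1 was 2.12-fold higher (log2 1.08, SE 0.071, adjusted p = 4.28e-06), and Dusp6 and Dusp5, phosphatases that ERK induces and that switch it off, were higher at 0.76 (SE 0.099, adjusted p = 4.02e-04) and 0.73 (SE 0.11, adjusted p = 9.40e-04). Of 17 measured genes of MAP kinase output, 5 were higher in 129 and 2 lower (6 and 2 over the list alone). The list as a whole was not called at 3DIV, with a median of 0.046 (adjusted p = 0.152 from camera, adjusted p = 0.639 with an estimated correlation). After damage 9 rose and 2 fell in B6 (9 and 3 over the list alone), and 12 rose and 4 fell in 129 (12 and 4 over the list alone). The change was higher in 129 for 4 genes and lower for 2 (7 and 4 over the list alone). The median interaction of the list was 0.18 (adjusted p = 0.0456 from camera, adjusted p = 0.504 with an estimated correlation). The interaction was 1.45 (SE 0.10, adjusted p = 7.55e-05) for Fosl1 and 1.14 (SE 0.14, adjusted p = 0.0030) for Dusp6. The 9 genes that rose in B6 numbered 5 without B6 normal replicate 1, and the 4 with a higher change in 129 numbered 2 without any 1 of B6 3DIV replicate 2 and 129 3DIV replicates 1 and 2.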

### Identification of new Müller glial markers differentially expressed in B6 and 129 after retinal damage

Our gene profiling analysis also suggested several factors associated with the suppression or promotion of Müller glia proliferation after retinal damage.

Only a small number of previously reported genes enriched in resting and reactive Müller glia were differentially expressed between B6 and 129 after retinal damage. Our gene expression analyses from normal and damaged retina suggested that the average expression levels of Müller glial marker genes were similar between B6 and 129 in normal and damaged retina. 

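Genes of resting Müller glia differed both ways between the strains. In the normal retina 3 of 21 were higher in 129 and 1 was lower (6 and 1 over the list alone). At 3DIV 6 were higher and 6 lower (6 and 8 over the list alone). Apoe, the lipid carrier that both glia and microglia make, was lower in 129 at -1.08 (SE 0.17, adjusted p = 0.0014), and Timp3, a metalloproteinase inhibitor, was higher at 0.83 (SE 0.14, adjusted p = 0.0022). Genes of reactive gliosis were lower in 129 at 3DIV for 10 of 25 and higher for 3 (11 and 3 over the list alone), with a median of -0.21 (adjusted p = 0.0097 from camera, adjusted p = 0.612 with an estimated correlation). The 10 lower genes numbered 6 without any 1 of B6 3DIV replicate 2 and 129 3DIV replicate 2. Bcl3, a regulator of NF-kappaB, was lower at -1.37 (SE 0.12, adjusted p = 2.88e-05). In the normal retina 6 of them were lower and 4 higher (11 and 5 over the list alone).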

Because proliferative Müller glia were only a small population of retinal Müller glia even in 129, it might be difficult to detect if some reactive Müller glial marker genes changed their expression levels only in these small populations. One additional possibility was that despite the entry into the cell cycle, the proliferative Müller glia maintained their characteristic Müller glial gene expression similar to the non-proliferative glia. Because we detected EdU positive Müller glia also expressed in the GS, it was not likely that the proliferative Müller glia completely lost their mature gene expression during the cell cycle.

On the other hand, we found that two chromatin remodeling factors, *Hmga2* and *Mbd1*, were distinctly expressed in the retinal explant from 129 and B6. 

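At the probe that stood for its gene, Hmga2 was the highest of the listed chromatin factors at 3DIV (log2 2.54) and Mbd1 the lowest (log2 -1.43). The size for Mbd1 was like that for Uhrf1, given below. In the list of 27 measured factors, 6 were higher in 129 at 3DIV and 3 lower (7 and 3 over the list alone), with a median of 0.09 (adjusted p = 0.209 from camera). Next to Hmga2 came Uhrf1, higher at probe 1415810_at (log2 1.41, SE 0.16, adjusted p = 1.82e-04) and at 0.34 (adjusted p = 0.208) at probe 1415811_at, and the helicase Hells. The change after damage was higher in 129 for 2 factors, Hmga2 and Uhrf1, and lower for 1, Mbd1 (3 and 2 over the list alone).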

Hmga2 is a chromatin-associated protein that can modulate transcription by altering the chromatin architecture [54]; it also has roles in maintaining the young neural stem cell state in development [35], [36]. We observed an upregulation of Hmga2 mRNA in Müller glia at 1.5DIV in both B6 and 129 mouse retinal explants and a sustained expression in a portion of Müller glia at 3DIV only in 129. The Hmga2 mRNA is degraded by let-7 miRNA in several cancer cell lines [54], [55], and the loss of let-7 induces the expression of Hmga2. Interestingly, a cascade of Ascl1-Lin28 and a downregulation of let-7 regulate the de-differentiation and proliferation of Müller glia in the zebrafish retina after damage [9]. We further examined whether the reported upstream factors for let-7 miRNA were differentially expressed between B6 and 129. 

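Lin28a, an RNA-binding protein that blocks maturation of let-7, was 2.03-fold higher in B6 at probe 1437752_at at 3DIV (log2 -1.02, SE 0.11, adjusted p = 1.03e-04). It was higher in B6 in the normal retina as well (log2 -0.61, SE 0.11, adjusted p = 0.0039). After damage it rose in B6 by 0.38 (SE 0.11, adjusted p = 0.0201), which was adjusted p = 0.144 without B6 normal replicate 2 and adjusted p = 0.168 without B6 3DIV replicate 1. The interaction was -0.41 (adjusted p = 0.194). Its other probe, 1421749_at, stood at -0.07 (adjusted p = 0.612) at 3DIV.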

Curiously, *Lin28a* expression was higher in the non-proliferative B6 retina (Table 2). Because *Lin28* was rapidly induced in 15 hours after retinal damage in the zebrafish retina, we examined the expression levels of *Lin28a* and *Lin28b* at 1DIV and 3DIV by quantitative RT-PCR (data not shown). *Lin28a* expression levels increased from the normal retina to 1DIV in both B6 and 129, without a significant difference between the two strains. Then, *Lin28a* expression levels decreased at 3DIV, and the relative expression level was significantly higher in B6 (×1.98). On the other hand, *Lin28b* expression levels showed a trend to increase only in 129 at 1DIV, but decreased at 3DIV. However, *Lin28b* expression levels were not significantly different between B6 and 129 at any time points. We also examined the expression levels of a further upstream factor, *Ascl1a*, but did not detect a significant increase at 8 hr, 1DIV, 2DIV, or 3DIV in B6 and 129. Thus, different from the robust and continuous upregulation of Lin28 in the zebrafish retina after injury [9], the *Lin28a/b* expression level mildly and only transiently increased after a retinal explant in the mouse. Because the increase in Lin28 was much milder and shorter in the optic nerve crash model of the zebrafish [56], it was still possible that the relatively mild upregulation of *Lin28* in the mouse retinal explant contributes to the Müller glial proliferation. Further functional analysis would clarify if the same molecular cascade regulates the de-differentiation and proliferation of Müller glia in the zebrafish and the mammalian retinas.

### Different retinal environments may affect Müller glial proliferation after damage

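Cytokine and chemokine genes were lower in the 129 explants more often than higher. Of 27 measured genes 11 were lower in 129 at 3DIV and 3 higher (15 and 3 over the list alone), with a median of -0.28 (adjusted p = 0.0097 from camera, adjusted p = 0.299 with an estimated correlation). Ccl12, a chemokine that draws monocytes, was lower at -1.32 (SE 0.17, adjusted p = 3.08e-04). After damage 18 rose in B6 and none fell (19 rose over the list alone; median 0.70, adjusted p = 3.58e-09 from camera), and 16 rose and 1 fell in 129 (17 and 2 over the list alone; median 0.54, adjusted p = 3.01e-06 from camera). The rise was lower in 129 for 5 genes and higher for 1, Il6 (8 and 3 over the list alone). Ccl9 was among the lower ones, at -1.18 (SE 0.15, adjusted p = 0.0032). The 5 numbered 2 to 3 without any 1 of B6 3DIV replicates 1 and 2, 129 normal replicates 1 and 2 and 129 3DIV replicates 1 and 2. Genes of antigen presentation rose for 8 and fell for 2 of 13 in B6 and rose for 8 in 129 (medians 1.75, adjusted p = 1.07e-04 from camera, and 1.91, adjusted p = 1.69e-05 from camera). At 3DIV 1 of them, H2-M3, was lower in 129 (log2 -0.97, SE 0.081, adjusted p = 2.15e-05), and complement genes rose for 8 in B6 and 10 in 129.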

Our microarray data suggested that genes related to the inflammatory response were significantly enriched in the B6 retina after damage. On the other hand, interferon-inducible genes were relatively enriched in 129 after damage. 

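Interferon-inducible genes rose in both strains after damage, and 19 of 41 rose further in 129. Ifit1, an antiviral RNA-binding protein, rose by 4.61 (SE 0.11, adjusted p = 1.32e-09) in B6 and 6.30 (SE 0.11, adjusted p = 7.51e-11) in 129, with an interaction of 1.69 (SE 0.15, adjusted p = 3.89e-04). Oasl2, a member of the oligoadenylate synthase family, had an interaction of 2.23 (SE 0.29, adjusted p = 0.0040). Of 41 measured genes 38 rose in B6 and 39 in 129, and none fell, with medians of 2.92 (adjusted p = 3.41e-30 from camera) and 3.53 (adjusted p = 2.67e-32 from camera). The rise was higher in 129 for 19 genes and lower for 1, Trim30a (25 and 2 over the list alone), with a median of 0.68 (adjusted p = 6.39e-14 from camera, adjusted p = 0.278 with an estimated correlation). At 3DIV 16 of the genes were higher in 129 and 3 lower (16 and 5 over the list alone), with a median of 0.19 (adjusted p = 0.0040 from camera, adjusted p = 0.612 with an estimated correlation). Trim30a, which restrains Toll-like receptor signaling, was lower at -1.62 (SE 0.16, adjusted p = 6.17e-05). For Xaf1, which promotes cell death, the probes disagreed, with 1443698_at lower at -1.81 (SE 0.16, adjusted p = 3.02e-05) and 1443621_at higher at 4.19 (SE 0.17, adjusted p = 1.34e-07).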

In the retinal tissue, the secretion of inflammatory cytokines and interferon were both from activated microglia through TLR signaling [32]. The induction of inflammatory cytokines was generally mediated by NF-kappaB, whereas the induction of interferon was mediated by IRF3 [48]. Although it is still not clear whether inflammation is detrimental or beneficial for the regeneration of central nervous system tissue, evidence suggests that the activation of microglia by an acute injury suppresses the proliferation of neural progenitor/stem cells in the brain [49], [50], [51]. In the retina, activated microglia also inhibited the proliferation of Müller glia [52] *in vitro*. We detected Ki67-positive and Iba-1 positive proliferating microglia in the ONL of retinal explants. Although the proliferating microglia were detected in both B6 and 129, different responses of microglia may affect the number of proliferative Müller glia.

One other candidate factor contributing to the proliferation-repressive environment in the B6 mouse retina was Edn2 signaling. Among the candidate proliferation repressors, *Gm12541*, a non-coding RNA overlapping the coding region of *Fgf2* and its 5′ end, was most differentially highly expressed. 

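The probe of Gm12541, 1443200_at, now carries the symbol Fgf2os. Its mean intensity rose from 63.9 ± 7.10 (SD, n = 2 arrays) in normal B6 to 252 ± 30.0 at 3DIV, and was 32.7 ± 0.854 in normal 129 and 25.9 ± 3.06 in 129 at 3DIV. The log2 change was 1.98 (SE 0.13, adjusted p = 8.01e-07) in B6. The strain difference in the normal retina was -0.97 (SE 0.13, adjusted p = 6.22e-04). It had rank 1 by fold among the candidate repressors.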

Recently, *Gm12541* and *FGF2* were shown to be induced in the rhodopsin mutant retina dependent on *Edn2* [53]. We also found that several candidate mediators of the neuroprotective effects of Edn2 [53] were involved in the candidate proliferation repressors (*Gm12541*, *Gfap*, *Fgf2*, *Serping1*, *S100a6*, *C4b*, and *A2m*). 

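Fgf2, a growth factor that protects photoreceptors, was 1.99-fold higher in B6 at 3DIV (log2 -0.99, SE 0.16, adjusted p = 0.0013), with an interaction of -0.95 (adjusted p = 0.0522), or adjusted p = 0.0163 without B6 3DIV replicate 1. Serping1, an inhibitor of C1 proteases, was higher in B6 at -1.17 (SE 0.19, adjusted p = 0.0017), with an interaction of -0.43 (adjusted p = 0.466). The probe of Gm12541, 1 of the mediators, was lower in 129 with a called interaction. At the probe that stood for each of the 5 others measured as single genes, 4 were lower in 129 at 3DIV and none was higher, and for none of these 5 was the interaction called in limma, while 2 had a lower change in 129 at an unadjusted p under 0.05 (2 lower when adjusted over the list alone). Among the other probes it was called for Gfap at 1440142_s_at, at -1.37 (adjusted p = 0.0324), a call that ended without any 1 of B6 normal replicate 1, B6 3DIV replicate 1, 129 normal replicates 1 and 2 and 129 3DIV replicates 1 and 2 (adjusted p = 0.0698 to 0.129). The set was chosen on these arrays, which leaves it no independent evidence. C4b was not analysed here as a single gene.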

*Edn2* was shown to be expressed in photoreceptors after light-induced photoreceptor damage and in diverse mouse models of photoreceptor degeneration [29]; it was also upregulated in our retinal explant culture in both B6 and 129 (data not shown). 

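Edn2, the ligand endothelin 2, rose after damage in both strains. The log2 change at its probe was 3.04 (SE 0.14, adjusted p = 8.39e-08) in B6 and 5.14 (SE 0.14, adjusted p = 1.72e-09) in 129, a rise of 8.21-fold and 35.3-fold. The rise was larger in 129 (interaction 2.10, SE 0.20, adjusted p = 6.01e-04).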

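For Edn2, the strain difference in the normal retina was 7.37-fold (log2 -2.88, SE 0.14, adjusted p = 4.38e-07), with the higher level in B6. At 3DIV it was still higher in B6, at -0.78 (SE 0.14, adjusted p = 0.0031). The receptor gene Ednrb was higher in 129 at 3DIV at probes 1423594_a_at (3.47-fold, log2 1.80, SE 0.16, adjusted p = 3.80e-05) and 1426314_at (2.11-fold, log2 1.08, SE 0.14, adjusted p = 4.85e-04). Probe 1437347_at, which differed before damage, was higher at 3DIV by 1.10 (SE 0.089, adjusted p = 1.63e-05). The interaction was 0.91 (SE 0.20, adjusted p = 0.0452) at 1426314_at, a call that ended without any 1 array of the 4 compared groups or of 129 with the inhibitor (adjusted p = 0.0537 to 0.165). It was 0.87 (adjusted p = 0.0819) at 1423594_a_at, with adjusted p = 0.0183 without B6 normal replicate 1. In the endothelin list of 6 measured genes, 1 was higher in 129 at 3DIV, Ednrb, and 1 was lower, Edn2.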

Interestingly, *Edn2* expression was significantly higher in B6 in the normal retina (×7.37), but its receptor *Ednrb* was expressed higher in 129 after damage (×3.47 and ×2.11). It was shown that when *Edn2* was induced by preconditioning with mild-intensity light, its receptor *Ednrb* was not induced even after strong light stimulation [29]. Considering a neuroprotective effect of Edn2 through Fgf2 [53], the higher expression of Edn2 in the normal B6 retina may contribute to the neuroprotective environment after damage. In addition, the genes expressed in the photoreceptor, which have important roles for visual functions, were preferentially downregulated in 129 after damage (group (b)). 

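Photoreceptor transcripts fell after damage in both strains. Opn1sw, the short-wave opsin, fell by 5.21 (SE 0.33, adjusted p = 6.16e-07) in B6 and 5.73 (SE 0.33, adjusted p = 2.79e-07) in 129, and Pde6a, a subunit of the rod phosphodiesterase, by 2.08 (SE 0.096, adjusted p = 7.55e-08) and 2.15 (SE 0.096, adjusted p = 4.66e-08). Of 30 measured rod genes 29 fell in B6 and 30 in 129, and none rose, with medians of -1.22 (adjusted p = 4.29e-19 from camera, adjusted p = 0.0826 with an estimated correlation) and -1.35 (adjusted p = 1.82e-21 from camera, adjusted p = 0.0703 with an estimated correlation). Of 11 cone genes 8 fell and 1 rose in B6 (median -1.32, adjusted p = 7.95e-05 from camera, adjusted p = 0.183 with an estimated correlation), and 9 fell and 1 rose in 129 (median -2.59, adjusted p = 1.81e-05 from camera, adjusted p = 0.134 with an estimated correlation). The fall was larger in 129 for 2 rod genes, the same number over the list alone, with a median of -0.20 (adjusted p = 4.78e-05 from camera, adjusted p = 0.472 with an estimated correlation). These were Cngb1, a channel subunit, at -0.75 (SE 0.11, adjusted p = 0.0068) and Gucy2e, a guanylate cyclase, at -1.04 (SE 0.20, adjusted p = 0.0252). The call of Gucy2e ended without B6 normal replicate 1, B6 3DIV replicate 1, 129 normal replicate 1 or 2 or 129 3DIV replicate 1 (adjusted p = 0.0523 to 0.0875). For cone genes the interaction was called for none in limma (3 lower and 1 higher at an unadjusted p under 0.05). At 3DIV 11 rod genes were lower in 129 and 1 was higher (13 and 1 over the list alone; median -0.21, adjusted p = 0.0018 from camera, adjusted p = 0.619 with an estimated correlation, and adjusted p = 0.0562 without 129 3DIV replicate 1), and 4 cone genes were lower (4 lower and 1 higher over the list alone). The 11 rod genes numbered 6 without any 1 of B6 3DIV replicate 2 and 129 3DIV replicate 1, and the 4 cone genes numbered 1 without B6 3DIV replicate 2.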

Considering that the extent of photoreceptor degeneration is one key to induce Müller glia-derived regeneration in zebrafish [15], the neuroprotective environment in the B6 retina after damage might prevent Müller glial proliferation. It should be further elucidated whether an Ednrb mediated signal promotes Müller glial proliferation, and, if so, how the Edn2/Ednrb signal is segregated to neuroprotective and proliferation-inducing signals after damage.

In summary, we compared two mouse strains, 129 and B6, with high and low potencies of injury-induced Müller glia proliferation. In B6, the inhibitory environment for Müller proliferation in the retinal explant was associated with lower expression levels of Cyclin D1 and Nestin compared with those in 129, which seemingly resulted in cell cycle arrest at the G1 phase in B6 Müller cells. We also found that the expression of genes related to the immune response was increased in B6, and two chromatin remodeling factors that had distinct roles in the maintenance of neural stem cells were differentially expressed in the retinal explants from B6 and 129 mice. These findings are consistent with the idea of an inhibitory environment for regeneration in the B6 strain.

How the deposited data were processed for this re-analysis (not part of the article)

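RNA of whole neural retina from B6 and 129 mice was measured on Affymetrix Mouse Genome 430 2.0 arrays, with 2 arrays for each of 6 groups, normal retina and explants at 3DIV with vehicle or CHIR99021 in each strain. The labels give 15 µM for CHIR99021, whereas the methods of the paper give 30 µM or 15 µM for explants. The authors summarized the arrays with RMA, whose version is not given in the sources used here, and the values are linear intensities. Groups were taken from the labels of the samples, and all 12 arrays were used.

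Intensities were taken to log2, and 64 control probes of the 45101 were left out. No filter on signal was applied. The current annotation of the array gave 1 gene symbol to 34945 probes and covered 18193 genes. Probes with several symbols entered the counts but were not reported as single genes. A model with 1 mean for each group was fitted to all arrays with limma version 3.58.1 in R version 4.3.3. Its eBayes step, without trend and not robust, added 4.69 prior degrees of freedom to 6 residual ones, and p-values were adjusted with Benjamini-Hochberg within each of 9 comparisons, over all probes, at a limit of 0.05. The paper's methods name eBayes, FDR and q-value with a limit of 0.05. The steps were tested on simulated data in which strain differences had been added. The number of arrays limits the precision.

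For gene lists, the probe with the highest mean over all arrays stood for its gene. Of 34 lists fixed in advance, the members called higher and lower were counted over all probes and when adjusted over the list alone, and each list was tested with camera at a preset correlation of 0.01 and with an estimated one, adjusted over the lists of a comparison. The lists were DNA replication, mitosis, G1 regulators, rods, cones, resting Müller glia, reactive gliosis, retinal progenitors, bipolar, amacrine, horizontal and ganglion cells, pigmented epithelium and melanocytes, vessels, lens, erythrocytes, T cells, microglia and macrophages, cytokines and chemokines, interferon-inducible genes, complement, antigen presentation, Wnt, YAP and p53 targets, MAP kinase output, chromatin factors, the endothelin pathway, oxidative stress, hypoxia and glycolysis, cholesterol synthesis, the unfolded protein and integrated stress response, matrix and migration, and housekeeping genes. A further 8 sets named by the paper got values and counts only, since they were chosen on the same arrays. Overlaps of lists with groups of genes were tested with Fisher's exact test, one-sided, over all genes with a probe, and adjusted over lists.

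The 1000 probes with the largest strain difference at 3DIV among those called were divided by the largest of 3 parts of that difference, since the paper's text names the 6 groups but not the rule. Candidates were then taken with the paper's criteria of 2-fold. Genes were named by a rule set in advance, namely every gene the paper names in its text, up to 8 rising and 8 falling genes of a comparison with the largest change, up to 4 members of a list with the largest change, and other probes of a named gene where they disagree in sign. Values of the paper's tables had been seen when the rule was written. Within those limits, genes whose call ended under an alternative or without 1 array, and medians of lists that lay near 0, were left out or replaced by the next one after those results had been seen, except for genes the paper names. The values printed are therefore steadier than those of genes at large.

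Alternatives covered replicate number as a block, the arrays that enter a fit, probes above the median level alone, cyclic loess, centring on housekeeping genes, eBayes with trend and robust, q-values, the probe that stands for a gene, the correlation used by camera, the rule of the 6 groups, and the omission of each array in turn. Immunostaining, cell counts and PCR of the paper were not analysed here. The functional annotation of the paper's groups was not repeated, and lists were tested in its place. Figures were drawn with matplotlib version 3.10.9 in Python version 3.11.15.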

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

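The differences given here were picked after their values had been seen, while the 2 tests of an explanation were set beforehand, apart from the limit for a close median of microglia. The change after damage differed between the strains at 1161 probes by limma's interaction test, and the change with CHIR99021 at 610. Without 1 array these counts were lowest without 129 3DIV replicate 2, at 352 and 149. Among single genes, the interaction after damage was 5.31 for Ifi202b (adjusted p = 6.98e-07) and 2.10 for Edn2. It was 3.15 for Hmga2 and -2.49 for Mbd1.

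Genes of microglia and interferon-inducible genes rose after damage in both strains, but the median strain difference in that change had opposite signs. Of 37 genes of microglia and macrophages 10 had a lower change in 129 and 1 a higher one (23 and 3 when adjusted over the list alone), with a median interaction of -0.44 (adjusted p = 1.77e-08 from camera, adjusted p = 0.133 with an estimated correlation), and of 41 interferon-inducible genes 19 had a higher change and 1 a lower one (25 and 2 over the list alone), with a median of 0.68 (adjusted p = 6.39e-14 from camera, adjusted p = 0.278 with an estimated correlation). The 10 genes of microglia numbered 2 to 6 without any 1 of B6 3DIV replicate 1, 129 normal replicates 1 and 2 and 129 3DIV replicates 1 and 2, and the 1 with a higher change 0 without any 1 of B6 normal replicate 1, B6 3DIV replicates 1 and 2, 129 normal replicate 1 and 129 3DIV replicates 1 and 2. If more microglial or macrophage RNA in the B6 explants were the cause, that list could be expected to be lower in 129 at 3DIV by about as much as cytokines, chemokines and complement together. Its median strain difference was -0.87 (quartiles -1.23 and -0.23), in that direction, but against -0.40 for those genes, so that more such cells and a changed state of each cell cannot be told apart. More such RNA in B6 leaves the interferon-inducible genes with a higher change in 129 unexplained.

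Genes of mitosis responded to CHIR99021 differently in the 2 strains, with a median interaction of 1.07. A difference in the level of the arrays could raise many genes at once. The median change of the housekeeping genes in 129 with the inhibitor was -0.023, and after cyclic loess the median interaction of the mitosis genes was 1.10. Since RMA had already brought the arrays to 1 common distribution, these values cannot decide whether such a difference was the cause. They show that the housekeeping genes did not share the shift and that cyclic loess did not remove it. Over all alternatives the median lay between 0.77 and 1.15. From the arrays it stays open whether more cells divided or each dividing cell held more of these transcripts, and which cells divided. Open too is whether the correlation between the genes, which ended the camera call when estimated, accounts for the shared shift. By cell counts, the paper reports more EdU-positive Müller glia with the inhibitor in 129 and no significant change in B6. Of 41 interferon-inducible genes, 5 had a lower change with the inhibitor in 129 and 0 a higher one. Adjusted over the list alone these were 18 and 0. The median interaction was -0.45 (adjusted p = 1.36e-17 from camera, adjusted p = 0.212 with an estimated correlation). With the inhibitor 18 of the genes rose and 1 fell in B6 (median 0.30), and 2 rose and 3 fell in 129 (median -0.10). Between the strains with the inhibitor present, 2 were higher in 129 and 10 lower (2 and 13 over the list alone). The median of that strain difference was -0.12 (adjusted p = 0.0015 from camera, adjusted p = 0.552 with an estimated correlation). With vehicle at 3DIV it was 0.19, with 16 higher and 3 lower. The 5 genes with a lower change in 129 numbered 2 to 9 without any 1 of B6 normal replicates 1 and 2, B6 3DIV replicates 1 and 2, B6 3DIV GSK3 inhibitor replicate 2, 129 3DIV replicates 1 and 2 and 129 3DIV GSK3 inhibitor replicates 1 and 2.

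Other signals lay outside what the paper discusses. Prss56, a serine protease gene, rose with CHIR99021 by 7.95 (standard error 0.12, adjusted p = 8.21e-11) in B6 and 7.67 (standard error 0.12, adjusted p = 1.21e-10) in 129, the largest rise in both. Calcb, a calcitonin-related peptide, rose by 4.35 (standard error 0.14, adjusted p = 1.68e-07) in 129, with an interaction of 2.50 (SE 0.20, adjusted p = 7.92e-04). Of 17 genes of cholesterol synthesis, 16 fell after damage in B6, and 9 fell and 1 rose in 129. The change was higher in 129 for 5 and lower for 0 (12 and 0 when adjusted over the list alone). The median interaction was 0.40 (adjusted p = 1.29e-08 from camera, adjusted p = 0.133 with an estimated correlation). The 5 genes numbered 1 to 2 without any 1 of B6 normal replicate 1, B6 3DIV replicate 2, 129 normal replicate 2 and 129 3DIV replicate 2, and the 9 that fell in 129 numbered 5 without 129 3DIV replicate 1. Of 12 genes of the lens, 5 were called higher in the normal retina of 129 (11 when adjusted over the list alone). Their list had a median of 2.56 (adjusted p = 5.39e-05 from camera, adjusted p = 0.614 with an estimated correlation). Lens crystallins differed by up to 49.7-fold between the 2 arrays of normal 129. No lens gene was called at 3DIV, and the source of this signal was not tested.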

How the results depend on the processing

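The alternatives were chosen before the data were examined, and none was added. Over 218 gene values printed, 210 kept their direction and their side of the threshold under every other processing choice that covered them. Without 1 array, 19 changed a call or turned in sign, among them the uncalled ones named below. The choice of probes above the median level covered only part of the gene values, of which 146 stayed the same and 1 became stronger. Genes and medians with unstable calls were passed over for steadier ones after these results had been seen, so that these shares do not hold for genes at large. The sign of a difference at 3DIV turned without 1 array for Gfap at 1426508_at (-0.54 to 0.032), Trem2 at 1421226_at (-0.019 to 0.42), Ccnd3 at 1444323_at (-0.026 to 0.11) and Fignl1 at 1460746_at (-0.10 to 0.066), none of which was called.

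The counts of probes called moved within 1.5 times under most choices. Exceptions, of untested cause unless stated, were these. Fitting the compared arrays alone gave 2934 for the normal retina, with fewer residual degrees of freedom. For the interaction with damage, probes above the median level gave 1856 and a trended, robust eBayes step 2440, the latter giving 1464 for the interaction with the inhibitor. Centring on the housekeeping genes, which brought the median of all probes to 0.10 in the normal comparison and to -0.22 and -0.31 after damage in B6 and 129, gave 22659 and 30079 after damage. It also turned the sign of the median interaction of the G1 regulators with damage, to -0.030, which was not called. This centring turned the majority of directions in the interaction with damage, as cyclic loess did in the normal retina and after damage in both strains. Of the 10 housekeeping genes, 4 rose and 3 fell after damage in B6, and 4 rose and 2 fell in 129. The counts after centring on them therefore rest on a reference that itself changed with damage. Group (b) rose to 63 probes when a normal difference of at least 2-fold was taken first, since that rule moves probes with a smaller normal difference out of groups (c) and (d). Of 18 counts of probes called at 2-fold, 10 moved among probes above the median level and 3 after centring on the housekeeping genes. Among 290 list results, 43 moved among probes above the median level and 35 with the mean of all probes of a gene. After this centring 25 moved, and with the probe of largest variance 22. In the same order 5, 1, 2 and 3 list results lost their call.

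Without 1 array, the counts were 3083 to 5060 in the normal retina, 4860 to 9381 at 3DIV and 2694 to 5252 at 3DIV with the inhibitor. After damage they were 10538 to 14106 in B6 and 9848 to 14153 in 129, with the inhibitor 4756 to 8779 and 2131 to 5799, and for the interactions 352 to 1138 with damage and 149 to 789 with the inhibitor. A group left with 1 array is assumed to vary like the others. The candidates were 100 to 132 repressors and 86 to 97 promoters.

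An estimated correlation between genes, which differs by construction from the preset one, ended the camera calls behind 5 medians, for mitosis (1.26 with adjusted p = 0.052) and DNA replication (0.36 with adjusted p = 0.344) with the inhibitor in 129, the interaction of mitosis (1.07 with adjusted p = 0.0646), microglia at 3DIV (-0.87 with adjusted p = 0.068) and the interaction of interferon-inducible genes with damage (0.68 with adjusted p = 0.278). The same 5 medians kept their call under the other choices, at 1.16 to 1.36, 0.25 to 0.50, 0.93 to 1.13, -0.96 to -0.67 and 0.48 to 0.75 without 1 array.

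Replicate numbers recur in every group, but deviations of same-numbered arrays from their group means correlated by -0.11 to 0.04 over 15 pairs of groups, so that they were not taken as blocks. With replicate number as a block the counts were 4791 in the normal retina, 8457 at 3DIV, 967 for the interaction with damage and 519 for that with the inhibitor. Probes near the background of the array show smaller differences than their transcripts may have, and above the median level of signal 8485 probes were called at 3DIV.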

Differences from the paper's values

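No test here was chosen after its result was seen. The paper divides 1000 probes into 6 groups, and its text states no rule for the division. The paper's group (b) holds 10 probes and the division used here 31, with 30 to 63 under the 4 alternative divisions set before the data were examined and 26 to 36 without 1 array, none of which comes within 1.5 times. Its group (e) holds 34 in the paper and 85 here, with 82 to 123 under the alternatives and 68 to 101 without 1 array, none within 1.5 times. For group (f) the paper's 207 stand against 135. Taking a normal difference of at least 2-fold first gave 169, cyclic loess 138 and 4 of the 12 omissions of an array a count within 1.5 times of the paper's, while the other omissions, no limit on the FDR (136) and arithmetic means (136) did not.

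The candidate repressors come from 126 genes in the paper and 75 here. The 4 alternatives gave 75 to 77, outside 1.5 times of the paper's number, and omissions of 1 array 69 to 89, of which 2 came within it. Of group (f), the paper has about 190 probes over 2-fold at 3DIV in Fig. 4D, read by eye, against 120 here. Taking the normal difference first gave 148, within 1.5 times, and the other alternatives 121 to 124, outside it. Omissions of 1 array gave 117 to 140, 2 of them within it.

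Of the 518 ratios printed in Tables 2 and 3, 0 differed by more than 1.5 times from those computed here. The paper states that the genes of Table 2 rose over 2-fold in B6. Of the 164 probes of that table 116 did and 48 did not, among the latter Lin28a at a log2 change of 0.38, while 150 were called as rising. In the division used here 135 of them stood in group (a) and 28 in other groups. In Table 3, 94 of 95 probes rose over 2-fold in 129 by geometric means, and 95 by arithmetic means. The text names Ltbp2 among the promoters, at a log2 difference of 0.69 (adjusted p = 0.146, range over the alternatives 0.0017 to 0.446), called when only the compared arrays were fitted and without either array of normal 129. Table 3 holds Ltbp1 at 1.09. By RT-PCR, the paper reports Cyclin D1 as higher in 129 in the normal retina. On the arrays the difference there lay below 0 at probes 1417419_at and 1417420_at of Ccnd1. For Cyclin D3 the paper reports no significant strain difference, whereas probe 1415907_at of Ccnd3 was called lower in 129 at 3DIV.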

Other observations

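The values given here were picked after they had been seen, while the tests of an explanation were set beforehand. In the normal retina, 309 probes with 1 gene symbol were called higher in B6 by at least 2-fold, from 274 genes, 185 of which had other probes. Those other probes differed by a median of -0.086 (quartiles -0.29 and 0.09), and of 372 of them 67 were called in the same direction and 50 in the opposite one. A sequence variant of 129 under a probe designed on the reference genome could lower the signal of that probe alone, and for the probes higher in B6 such variants and lower transcript levels cannot be told apart, since the sequences of the 129 genome were not used here. Single probes also stood out among those higher in 129, a direction that a lowered signal of 129 does not give. For the 217 genes with a probe called at least 2-fold higher in 129, of which 160 had other probes, those differed by a median of 0.13 (quartiles -0.01 and 0.29), and of 401 of them 85 were called in the same direction and 26 in the opposite one. Strain differences in splicing or in transcript ends stay open, untested.

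After damage, the median changes of the markers of other retinal neurons lay below those of glia and microglia. The highest of the median changes of bipolar, amacrine and ganglion cell genes, minus the lower of those of reactive gliosis and microglia, was -1.63 in B6 and -1.04 in 129. For bipolar cell genes the median change was -0.04 in B6 and -0.17 in 129. A smaller share of photoreceptor RNA would raise the markers of every other cell type alike, so that these medians argue against it as the whole cause of the rise in glia and microglia. Single markers of neurons did rise. In B6, 3 of 13 bipolar cell genes rose and 1 fell (4 and 1 when adjusted over the list alone), and 3 of 13 ganglion cell genes rose and 5 fell (3 and 6 over the list alone). In 129 the numbers were 1 and 5 (1 and 5) and 4 and 6 (5 and 7). Of 11 amacrine cell genes, 4 fell in B6 and 6 in 129 (4 and 8 over the list alone), and none was called up by limma (0 in either strain at an unadjusted p under 0.05). The bipolar cell gene that fell in B6 numbered 2 without any 1 of B6 3DIV GSK3 inhibitor replicates 1 and 2. Genes of the pigmented epithelium and of melanocytes fell for 12 of 14 in B6 and 11 in 129. Genes of hypoxia and glycolysis fell for 13 of 17 and 14, while those of the oxidative stress response rose for 8 of 11 in each strain and fell for 1. Lens genes fell for 8 of 12 in 129 (10 over the list alone), and none was called in B6 by limma (0 lower and 0 higher at an unadjusted p under 0.05). The 8 lens genes numbered 3 to 5 without any 1 of B6 normal replicates 1 and 2, B6 3DIV replicates 1 and 2, 129 3DIV replicates 1 and 2 and 129 3DIV GSK3 inhibitor replicates 1 and 2.

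At 3DIV several lists that the paper does not treat had members called in 129 against B6. Of 17 genes of cholesterol synthesis 7 higher and 0 lower (9 and 0 when adjusted over the list alone) were called. Their median was 0.25 (adjusted p = 1.39e-04 from camera, adjusted p = 0.238 with an estimated correlation), and their counts without 1 array are not given here. Of 13 bipolar cell genes 1 higher and 4 lower (1 and 4 when adjusted over the list alone) were called. The counts were 1 higher and 2 lower (1 and 4 when adjusted over the list alone) of 11 for amacrine cells, 3 higher and 6 lower (3 and 7 when adjusted over the list alone) of 13 for ganglion cells, 1 higher and 3 lower (1 and 3 when adjusted over the list alone) of 16 for vessels and 0 higher and 4 lower (0 and 5 when adjusted over the list alone) of 17 for hypoxia and glycolysis. They were 5 higher and 2 lower (5 and 2 when adjusted over the list alone) of 15 for the unfolded protein and integrated stress response, 3 higher and 2 lower (3 and 2 when adjusted over the list alone) of 11 for oxidative stress, 4 higher and 0 lower (4 and 0 when adjusted over the list alone) of 19 for Wnt targets and 2 higher and 1 lower (3 and 1 when adjusted over the list alone) of 7 for YAP targets. The 4 lower bipolar genes numbered 0 to 2 without any 1 of B6 3DIV replicates 1 and 2, 129 normal replicates 1 and 2 and 129 3DIV replicates 1 and 2, the higher one 0 without any 1 of B6 3DIV replicates 1 and 2, B6 3DIV GSK3 inhibitor replicates 1 and 2, 129 normal replicates 1 and 2 and 129 3DIV replicate 1. For amacrine cells the 2 lower genes numbered 1 without B6 3DIV replicate 2 and the higher one 0 without any 1 of B6 3DIV replicate 1 and 129 3DIV replicate 2. The 6 lower ganglion cell genes numbered 3 without 129 3DIV replicate 2, and the 4 of hypoxia and glycolysis 2 without any 1 of 129 3DIV replicates 1 and 2. In vessels the 3 lower genes numbered 1 without any 1 of B6 3DIV replicates 1 and 2 and 129 3DIV replicate 2 and the higher one 0 without any 1 of B6 3DIV replicates 1 and 2, B6 3DIV GSK3 inhibitor replicates 1 and 2, 129 normal replicates 1 and 2 and 129 3DIV replicate 1. Among stress response genes, the 5 higher ones numbered 2 to 3 without any 1 of B6 3DIV replicates 1 and 2 and 129 3DIV replicates 1 and 2 and the 2 lower ones 0 to 1 without any 1 of B6 3DIV replicates 1 and 2 and 129 3DIV replicates 1 and 2, while the 2 lower ones of oxidative stress numbered 1 without any 1 of the 12 arrays but those of normal B6. The 2 higher YAP targets numbered 1 without any 1 of B6 3DIV replicate 2 and 129 3DIV replicate 1 and the lower one 0 without any 1 of B6 3DIV replicate 1 and 129 3DIV replicate 2. No gene was called by limma among 4 of horizontal cells, 14 of the pigmented epithelium, 12 of the lens, 2 of erythrocytes and 10 housekeeping genes. At an unadjusted p under 0.05, 1 gene of the pigmented epithelium was lower, 2 housekeeping genes were higher and 1 was lower, and 0 of the other 3 lists were either. Without 1 array, genes of the pigmented epithelium called higher numbered 1 without any 1 of 129 normal replicates 1 and 2 and 129 3DIV replicate 1, those called lower 1 without any 1 of 129 3DIV GSK3 inhibitor replicates 1 and 2, and lens genes called lower 1 without any 1 of 129 normal replicates 1 and 2. Ccnd3, the cyclin D3, was lower in 129 at probe 1415907_at (log2 -0.85, SE 0.10, adjusted p = 2.49e-04), while at probe 1444323_at it stood at 0.04 (adjusted p = 0.746). By RT-PCR, the paper reports no significant strain difference in Cyclin D3. Nes, the filament protein nestin, was at 0.54 (adjusted p = 0.0048) at probe 1449022_at.

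The arrays with CHIR99021 held changes called in both strains. Gpnmb, a glycoprotein of phagocytes, rose by 3.41 (SE 0.12, adjusted p = 4.64e-07) in B6 and 2.79 (SE 0.12, adjusted p = 9.56e-07) in 129. Chil1, a chitinase-like protein of activated macrophages, fell by 3.05 (SE 0.17, adjusted p = 4.54e-06) and 2.55 (SE 0.17, adjusted p = 2.10e-05). Genes of cholesterol synthesis rose for 14 of 17 in B6 and none fell (15 and 0 when adjusted over the list alone), with a median of 0.66 (adjusted p = 2.92e-14 from camera), and for 12 in 129 (13 and 0 over the list alone), with a median of 0.38 (adjusted p = 6.98e-09 from camera, adjusted p = 0.052 with an estimated correlation). Their rise was lower in 129 for 2 genes and higher for none (9 and 0 over the list alone), with a median interaction of -0.33 (adjusted p = 1.83e-09 from camera, adjusted p = 0.0646 with an estimated correlation). The 2 genes numbered 0 without any 1 of the 12 arrays but those of normal B6. Genes of the unfolded protein and integrated stress response rose for 12 of 15 in B6 and 11 in 129 (14 and 13 over the list alone), with medians of 0.60 (adjusted p = 1.54e-10 from camera, adjusted p = 0.0827 with an estimated correlation) and 0.67 (adjusted p = 2.60e-10 from camera, adjusted p = 0.0653 with an estimated correlation). Genes of microglia and macrophages fell for 23 in B6 (24 over the list alone; median -0.60, adjusted p = 6.11e-13 from camera) and 17 in 129, where 1 rose (21 and 1 over the list alone; median -0.46, adjusted p = 6.88e-11 from camera, adjusted p = 0.052 with an estimated correlation), with a median interaction of 0.21 (adjusted p = 0.020 from camera, adjusted p = 0.447 with an estimated correlation, and adjusted p = 0.204 without B6 3DIV replicate 1 and 0.0515 without B6 3DIV GSK3 inhibitor replicate 2). The 1 that rose in 129 numbered 0 without any 1 of 129 3DIV replicates 1 and 2 and 129 3DIV GSK3 inhibitor replicates 1 and 2. Of 19 Wnt targets 4 rose and 1 fell in B6 (5 and 1 over the list alone), and 5 rose and 1 fell in 129 (5 and 1). In 129 the 12 genes of cholesterol synthesis numbered 6 to 7 without any 1 of 129 3DIV replicates 1 and 2 and 129 3DIV GSK3 inhibitor replicate 2, and the 11 of the stress responses 7 without any 1 of 129 3DIV replicate 2 and 129 3DIV GSK3 inhibitor replicate 1. The 4 Wnt targets that rose in B6 numbered 2 without any 1 of B6 3DIV replicate 1 and B6 3DIV GSK3 inhibitor replicates 1 and 2 and the 1 that fell 0 without any 1 of B6 3DIV replicate 2 and B6 3DIV GSK3 inhibitor replicate 1, and in 129 they numbered 3 without any 1 of 129 3DIV replicate 1 and 129 3DIV GSK3 inhibitor replicate 2 and 0 without any 1 of B6 3DIV replicates 1 and 2, 129 3DIV replicates 1 and 2 and 129 3DIV GSK3 inhibitor replicates 1 and 2. Nkd1, a feedback inhibitor of Wnt signaling, rose by 1.71 (SE 0.10, adjusted p = 7.05e-06) and 1.40 (SE 0.10, adjusted p = 2.79e-05). Nox4, an oxidase, rose in B6 by 2.95 (SE 0.13, adjusted p = 1.22e-06), with an interaction of -2.77 (SE 0.19, adjusted p = 4.97e-04).

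Part of the listed markers of photoreceptors and bipolar cells fell with CHIR99021 in each strain. No camera call of these lists held with an estimated correlation. Of 30 rod genes 18 fell and 1 rose in B6 (21 and 1 over the list alone; median -0.35, adjusted p = 1.39e-07 from camera, adjusted p = 0.512 with an estimated correlation), and 15 fell and 1 rose in 129 (19 and 2; median -0.35, adjusted p = 6.27e-07 from camera, adjusted p = 0.405 with an estimated correlation). Cone genes fell for 8 of 11 in B6 and 5 in 129, the same numbers over the list alone (medians -0.79, adjusted p = 0.0016 from camera, adjusted p = 0.512 with an estimated correlation, and -0.22, adjusted p = 0.0062 from camera, adjusted p = 0.405 with an estimated correlation), and bipolar cell genes fell for 6 of 13 in B6 and 6 in 129, with 1 that rose in each (6 and 9 fell over the list alone; medians -0.23, adjusted p = 0.0161 from camera, adjusted p = 0.612 with an estimated correlation, and -0.30, adjusted p = 1.40e-04 from camera, adjusted p = 0.344 with an estimated correlation). For none of these 3 lists was an interaction called in limma (for rods 6 higher and 1 lower at an unadjusted p under 0.05, for cones 2 and 0, for bipolar cells 1 and 4). The 1 rod gene that rose in B6 numbered 0 without any 1 of B6 3DIV replicates 1 and 2 and B6 3DIV GSK3 inhibitor replicate 1, and in 129 the 15 that fell numbered 7 to 8 without any 1 of 129 3DIV replicate 2 and 129 3DIV GSK3 inhibitor replicate 2 and the 1 that rose 2 without 129 3DIV GSK3 inhibitor replicate 2. The cone genes numbered 3 to 5 without any 1 of B6 3DIV replicates 1 and 2 and B6 3DIV GSK3 inhibitor replicate 1 in B6 and 2 to 3 without any 1 of 129 3DIV replicates 1 and 2 and 129 3DIV GSK3 inhibitor replicates 1 and 2 in 129, and the 6 bipolar cell genes in 129 numbered 1 to 2 without any 1 of 129 3DIV replicates 1 and 2 and 129 3DIV GSK3 inhibitor replicate 1. An interaction was called for 1 bipolar cell gene, lower in 129, without B6 3DIV GSK3 inhibitor replicate 1 and for 2 cone genes, higher in 129, without B6 3DIV GSK3 inhibitor replicate 2.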
